# Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation

**DOI:** 10.1186/s12989-014-0048-2

**Published:** 2014-10-16

**Authors:** Elina M Rydman, Marit Ilves, Antti J Koivisto, Pia A S Kinaret, Vittorio Fortino, Terhi S Savinko, Maili T Lehto, Ville Pulkkinen, Minnamari Vippola, Kaarle J Hämeri, Sampsa Matikainen, Henrik Wolff, Kai M Savolainen, Dario Greco, Harri Alenius

**Keywords:** Carbon nanotubes, Inhalation, Immune system, Transcriptomics, Inflammation, Allergic airway inflammation, Asthma

## Abstract

**Background:**

Carbon nanotubes (CNT) represent a great promise for technological and industrial development but serious concerns on their health effects have also emerged. Rod-shaped CNT are, in fact, able to induce asbestos-like pathogenicity in mice including granuloma formation in abdominal cavity and sub-pleural fibrosis. Exposure to CNT, especially in the occupational context, happens mainly by inhalation. However, little is known about the possible effects of CNT on pulmonary allergic diseases, such as asthma.

**Methods:**

We exposed mice by inhalation to two types of multi-walled CNT, rigid rod-like and flexible tangled CNT, for four hours a day once or on four consecutive days. Early events were monitored immediately and 24 hours after the single inhalation exposure and the four day exposure mimicked an occupational work week. Mast cell deficient mice were used to evaluate the role of mast cells in the occurring inflammation.

**Results:**

Here we show that even a short-term inhalation of the rod-like CNT induces novel innate immunity-mediated allergic-like airway inflammation in healthy mice. Marked eosinophilia was accompanied by mucus hypersecretion, AHR and the expression of Th2-type cytokines. Exploration of the early events by transcriptomics analysis reveals that a single 4-h exposure to rod-shaped CNT, but not to tangled CNT, causes a radical up-regulation of genes involved in innate immunity and cytokine/chemokine pathways. Mast cells were found to partially regulate the inflammation caused by rod-like CNT, but also alveaolar macrophages play an important role in the early stages.

**Conclusions:**

These observations emphasize the diverse abilities of CNT to impact the immune system, and they should be taken into account for hazard assessment.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12989-014-0048-2) contains supplementary material, which is available to authorized users.

## Background

Allergic asthma is a chronic inflammatory disorder of the epithelial surfaces of the lung, characterized by airway hyperresponsiveness (AHR), mucus overproduction, pulmonary eosinophilia and allergen-driven T helper (Th) 2 lymphocyte polarization [1]. Coordinated production of the Th2 cytokines IL-4, IL-5 and IL-13, and production of allergen-specific IgE antibodies drives the allergic inflammation through the recruitment and activation of T-cells and eosinophils. Chronic Th2 inflammation may finally lead to structural changes in the airways in a process called airway remodeling [2]. Despite the involvement of several cell types, Th2 cells are considered to be pivotal in the pathobiology of asthma.

Asthma represents the most important chronic inflammatory disease of the lung and is the major childhood illnesses in Europe and in US. The incidence of asthma is steadily increasing in industrialized countries affecting about 5–10% of the population [3,4]. The reason of increased asthma prevalence is unknown but it has been linked with improved hygienic standards. This has been called the “hygiene hypothesis” arguing that early childhood exposure to microbes inhibits the tendency to develop allergic diseases [5]. On the other hand, a competing hypothesis suggests that more exposure to a wide variety of novel chemicals in the environment, in consumer products and in occupational settings, is the major cause for the sudden peak in asthma prevalence [6,7].

The unique properties of carbon nanomaterials and their applications have the potential for a remarkable technological and economic growth [8]. The ability to custom synthesize carbon nanotubes (CNT) with attached functional groups has opened new avenues to design high surface area catalyst supports and materials with high photochemical and electrochemical activity [9]. CNT are also among the strongest and stiffest materials yet discovered in terms of tensile strength and elastic modulus. However, the rod-like shape of certain types of CNT has been compared to asbestos fibers, raising concern that their widespread use may lead to serious health consequences. It has been previously reported that rigid rod-like CNT are able to induce asbestos like pathogenicity when introduced as a single intraperitoneal dose to mice, acting as a surrogate tissue for mesothelial lining of the lung [10]. Moreover, subcutaneous [11], intratracheal [12] and intranasal [11] administration of multi-walled CNT have been shown to aggravate allergen-induced airway inflammation and inhalation of high-dose of the CNT has been found to reach the sub-pleural tissue and induce sub-pleural fibrosis in OVA-sensitized mice [13]. In the present study, we examined whether inhalation exposure, mimicking real-life exposure scenarios, to rigid rod-shaped CNT (rCNT) or to tangled CNT (tCNT) without pre-sensitization to any allergens is able to induce asthma-like pathologies.

## Results

### Inhaled rCNT trigger eosinophilia in lungs

To study whether CNT have the ability to recruit eosinophils in the airways, a distinctive sign of allergic airway inflammation, mice were exposed to rCNT or tCNT aerosol for 4 h/day for 4 consecutive days. rCNT caused a decrease in the number of alveolar macrophages in bronchoalveolar lavage fluid (BAL; Figure 1a) and induced the recruitment of inflammatory cells, especially eosinophils (Figure 1b), while no significant changes in influx of these cell types in response to tCNT treatment were found. Likewise, in the lung tissue, the presence of eosinophils was seen after rCNT treatment, but not after tCNT (Figure 1c-e). Moreover, rCNT fibers were detected in alveolar macrophages in interstitial areas (Figure 1f) and macrophages were found to undergo “frustrated phagocytosis” and form foreign-body giant cells specifically in response to rCNT (Figure 1g). These results indicate that unlike inhaled tCNT, rCNT are able to trigger eosinophilic inflammation in lungs.

**Figure 1:**
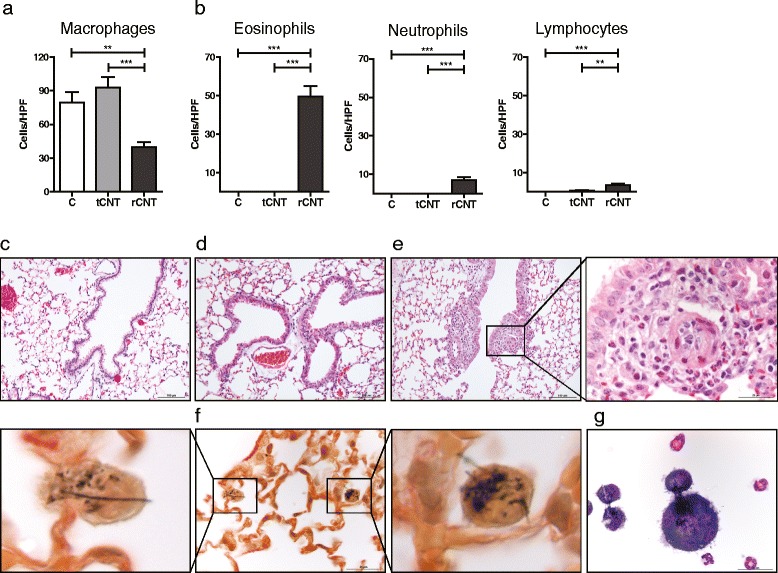
**Inhaled rCNTs induce strong pulmonary eosinophilia in mice after exposure for 4 consecutive days.** C57BL/6 mice were exposed to rCNT or tCNT for 4 h/day for 4 consecutive days and the samples were collected 24 h after the last treatment. **a**,**b**: BAL cell counts showed the ability of rCNT to cause a decrease in the number of alveolar macrophages **(a)** and induce recruitment of inflammatory cells, especially eosinophils **(b)**. **c**-**e**: H&E-stained lung sections of untreated **(c)**, tCNT-treated **(d)** and a rCNT-treated **(e)** mouse exhibiting that eosinophilia was specific to rCNT (e, see inset for eosinophils). **f**: internalized rCNT fibers in alveolar macrophages were detected in interstitial areas in Picrosirius red-stained lung sections. **g**: an image of BAL cells showing a foreign-body giant cell containing rCNT, macrophages undergoing “frustrated phagocytosis”, eosinophils and a neutrophil. Columns and error bars in a and b represent mean values ± standard error of mean (SEM; n = 9-20). Images c and d are shown with a 100 μm scale bar, f-g and the inset is shown with a 25 μm scale bar. **P < 0.01; ***P < 0.001. C, untreated control group; HPF, high power field.

### Inhalation of rCNT induces signs associated with allergic airway inflammation

Classical signs of asthma include mucus hypersecretion, AHR and expression of Th2 type cytokines. Since it is well known that AHR cannot be elicited in the C57BL/6 mouse strain [14], we used BALB/c mice to demonstrate that rCNT inhalation induces AHR to inhaled metacholine (Figure 2a; Cellular infiltration in BAL and cytokine/chemokine expression in the lung tissue of rCNT exposed BALB/c mice is given in Additional file 1). We also found that rCNT, but not tCNT, triggered significant activation of mucin-producing goblet cells 24 h after 4-day inhalation exposure in C57BL/6 mice (Figure 2b-e). In addition, up-regulation of Th2 type cytokines Il-13 and Il-5 transcriptional levels (Figure 2f) and down-regulation of Th1 cytokine Ifn-γ (Figure 2g) after exposure to rCNT were evidenced in lung tissue. Furthermore, mRNA expression of eosinophil-attracting chemokines Ccl11, Ccl24 and Ccl17 was triggered by rCNT (Figure 2h). tCNT treatment had no effect on the expression of Il-13, Ifn-γ and Ccl24, however, it suppressed Il-5 and elevated Ccl11 and Ccl17 production. These results show that inhaled rCNT cause AHR, mucus production and trigger production of Th2 type cytokines and eosinophil chemoattractants, and thereby suggest that rCNT fibers can elicit a condition similar to allergic airway inflammation.

**Figure 2:**
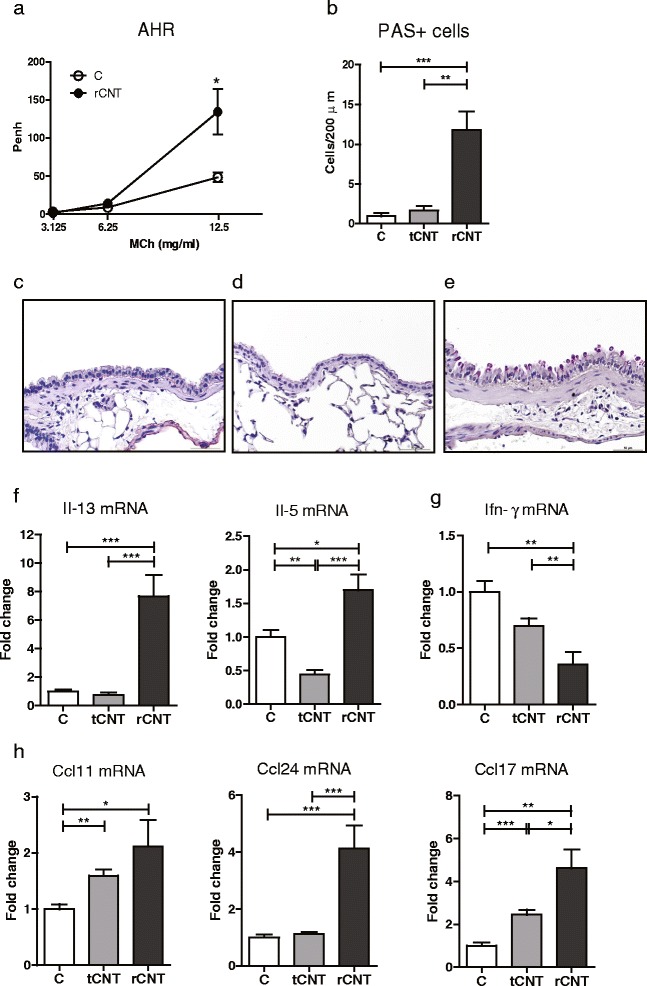
**Inhalation to rCNT induces AHR, mucus secretion and induction of Th2 type cytokines in the lungs. a**: BALB/c mice exposed to rCNT for 4 h/day on 4 consecutive days showed enhanced AHR to metacholine on day 5. **b**-**h**: using the same exposure schedule, C57BL/6 mice were exposed to tCNT or rCNT and sacrificed on the following day. **b**: PAS-stained lung sections were used to determine the numbers of mucin-producing goblet cells. **c**-**e**: representative images of PAS-stained lung tissue of an untreated mouse **(c)** and mice exposed to tCNT **(d)** and rCNT **(e)** that show markable activation of mucin-producing cells in lungs of rCNT-exposed but not in tCNT-exposed mice. **f**, **g**: the mRNA expression levels measured in lung tissue revealed an upregulation of Th2 type cytokines Il-13 and Il-5 **(f)** and downregulation of Th1 cytokine Ifn-γ **(g)** after exposure to rCNT. **h**: furthermore, mRNA expression of eosinophil-attracting chemokines Ccl11, Ccl24 and Ccl17 was triggered in lungs by rCNT. Results of AHR measurements **(a)** are expressed as mean enhanced pause values (Penh) ± SEM (n = 9-11). PAS + cell counts **(b)** represent the average of positive cells per 200 μm of bronchus surface counted from three bronchi per mouse in control group and six bronchi per mouse in CNT-exposed groups (n = 10-20). Images c-e are shown at x400 magnification with a 50 μm scale bar. mRNA expression levels measured by qRT-PCR are presented as fold changes compared to untreated control mice (n = 10-20). *P < 0.05; **P < 0.01; ***P < 0.001. MCh, metacoline; C, control group.

### Mast cells partially regulate the development of rCNT-triggered allergic-like airway inflammation

Mast cells are one of the main mediators in immediate allergic reactions. To explore the involvement of this cell type in rCNT-induced inflammation, mast cell deficient *Kit*^*W*-sh^ mice were used. 24 h after 4-day inhalation exposure to rCNT, significantly elevated number of eosinophils was found in *Kit*^*W*-sh^ as compared to wild type (WT) C57BL/6 mice, however, no significant differences were seen in the number of neutrophils (Figure 3a) and lymphocytes (Additional file 2a). Mast cells were not found to mediate the activation of goblet cells as the number of periodic acid-Schiff (PAS)^+^ cells were comparable between both strains after rCNT exposure (Figure 3b). While rCNT-induced mRNA expression of Il-13 was highly dependent on mast cells (Figure 3c), production of Ccl11, Ccl24 and Ccl17 was not significantly affected by these cells (Additional file 2b).

**Figure 3:**
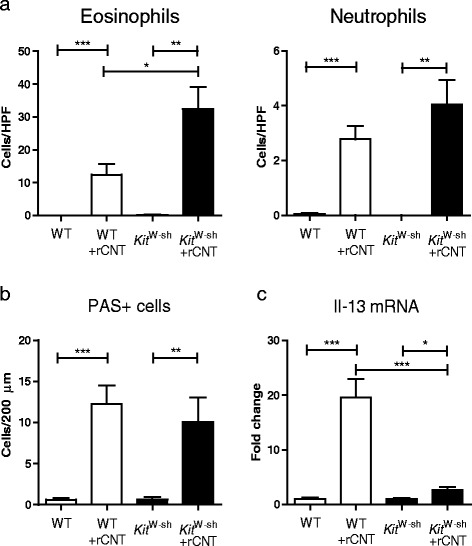
**Mast cells play a partial role in the development of rCNT-triggered asthma.** Wild type (WT) C57BL/6 mice and mast cell deficient *Kit* ^W-sh^ mice in C57BL/6 background were exposed to rCNT for 4 h/day on 4 consecutive days and were sacrificed on day 5. **a**: BAL cell counts showed that mast cells affect the migration of eosinophils but not neutrophils into the lungs. **b**: the numbers of PAS^+^ cells did not differ in WT and *Kit* ^W-sh^ mice indicating that mast cells do not regulate the activation of goblet cells. **c**: the mRNA expression levels measured in lung tissue revealed a significant down-regulation of Th2 type cytokine Il-13 in *Kit* ^W-sh^ mice compared with WT mice. PAS^+^ cell counts **(b)** represent the average of positive cells per 200 μm of bronchus surface counted from three bronchi per mouse in control group and six bronchi per mouse in CNT-exposed groups (n = 7-9). mRNA expression levels in c are presented as fold changes relative to untreated control mice of the corresponding strain (n = 7-9). *P < 0.05; **P < 0.01; ***P < 0.001.

### Transcriptome analysis of lung tissue reveals rapid activation of innate immune system in response to inhaled rCNT

We further investigated the early regulatory events at the transcriptomic level (NCBI GEO Accession Number GSE50176, Additional file 3). C57BL/6 mice were hence exposed by inhalation to rCNT or tCNT once for 4 h, and sacrificed either immediately or 24 h after the cessation of the exposure. 

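Lung RNA was measured on 12 Agilent SurePrint G3 mouse arrays read in 2 dyes, Cy3 and Cy5, with a different sample in each channel. Of the 24 channels, 18 held samples of this experiment and are used here. There were 4 untreated samples, 4 taken immediately after 4 h of tCNT (tCNT at 4 h) and 4 taken immediately after 4 h of rCNT (rCNT at 4 h). Another 2 were taken 24 h after the end of the tCNT exposure (tCNT at 24 h) and 4 were taken 24 h after the end of the rCNT exposure (rCNT at 24 h). Each sample was a pool of RNA from 2 mice, except 1 untreated sample from a single mouse, so n counts pools and the p-values rest on the spread between pools. The paper's methods give aerosols of 6.2 to 8.2 mg/m3 of rCNT, while a figure legend gives 8.2 and 8.4 mg/m3, and 17.5 to 18.5 mg/m3 of tCNT, so the nanotubes were not compared at one concentration.

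The authors deposited the spot intensities as the scanner software wrote them, without normalization between samples. The median foreground intensity of each spot was used here without background correction, taken to log2, brought to one distribution within each dye, and adjusted for dye with ComBat. Probes were averaged per gene for 20660 genes, and limma fitted 5 group means with the shared array as a random block. A gene was called at an adjusted p under 0.01 and a fold change over 1.5, as in the paper. Fixed lists of genes were tested with limma's camera and called at an adjusted p under 0.05.

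Between 54.6% and 64.7% of spots were well above background in each sample. The arrays lay on 2 slides, and each slide held every group. Slide 1 held 3 pools each of untreated lung, rCNT at 4 h and rCNT at 24 h, 2 of tCNT at 4 h and 1 of tCNT at 24 h. Slide 2 held 2 pools of tCNT at 4 h and 1 of every other group, so its spread comes from those 2 pools alone, with 1 residual degree of freedom, and values within slide 2 are single pools with little weight for or against a call. Values within slide 2 were taken from the normalization and dye adjustment of all 18 samples, while slide 1 was processed on its own. In the sample titles, the untreated pools and tCNT at 4 h share one code, both rCNT groups share another, and tCNT at 24 h has its own. What the code stands for is not stated, so a difference in handling between codes would enter every comparison except those of tCNT at 4 h with untreated lung and of rCNT at 24 h with rCNT at 4 h.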

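The metallothioneins Mt1 and Mt2 and genes that respond to glucocorticoids were higher in lung tissue immediately after 4 h of tCNT than in untreated lung, and several lymphocyte markers were lower (4 pools against 4). The zinc-binding metallothionein Mt2 rose by a log2 fold change of 4.22 (SE 0.13, adjusted p = 4.1e-13 from limma), and Mt1 rose by 3.69 (SE 0.13, adjusted p = 1.2e-12). Fkbp5, a co-chaperone of the glucocorticoid receptor that the hormone induces, rose by 2.40 (SE 0.17, adjusted p = 2.2e-08). Of 20 glucocorticoid response genes 16 rose and 0 fell, the same when adjusted over the list alone. Their median log2 fold change was 1.04 (0.91 within slide 1, 1.37 within slide 2 and 1.07 with slide as a block), and camera gave adjusted p = 1.5e-23 (adjusted p = 1.7e-05 with an estimated correlation). When the list was written, 9 of its genes had been seen in the paper's tables. Without them, a setting chosen after seeing the data, 7 of 11 rose and 0 fell (median 0.67, adjusted p = 7.2e-10 by camera and 0.000881 with an estimated correlation).

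Several acute phase, heat shock and oxidative stress genes also rose. The fibrinogen chain Fgg rose by 2.10 (SE 0.14, adjusted p = 8.2e-09) and the serum amyloid Saa3 by 1.59 (SE 0.11, adjusted p = 1.2e-08), 2 of 6 called among 19 acute phase proteins, also 6 adjusted over the list alone (median 0.50, within slides 0.49 and 0.45, adjusted p = 5.5e-15 by camera and 2.6e-06 with an estimated correlation). The heme oxygenase Hmox1 rose by 1.69 (SE 0.12, adjusted p = 1.5e-08) and the sulfiredoxin Srxn1, a target of Nrf2, by 1.41 (SE 0.08, adjusted p = 1.2e-09). They were 2 of 6 oxidative stress genes called of 27, also 6 over the list alone (median 0.28, within slides 0.23 and 0.25, adjusted p = 1.3e-12). Of 18 heat shock genes 9 rose, or 10 adjusted over the list alone, with the inducible Hspa1a at 1.51 (SE 0.28, adjusted p = 0.00073), not called with only the compared groups and no array block in the fit. The median was 0.63 (within slides 0.50 and 0.95), and camera called the list (adjusted p = 1.3e-12) but not with its own correlation (adjusted p = 0.0765 with an estimated correlation). In each of these lists 2 genes had been seen in the paper's tables as well. Without them, a setting chosen after seeing the data, the medians were 0.42 for acute phase, 0.23 for oxidative stress and 0.54 for heat shock genes. Camera gave adjusted p = 4.9e-12, 4.4e-10 and 4.7e-11 in this order. With an estimated correlation it gave 7.7e-06, 0.000152 and 0.0816, so the heat shock list was then not called. The alarmin Il33 rose by 1.12 (SE 0.08, adjusted p = 1.7e-08).

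Among 14 B cell markers 12 fell and 0 rose, also adjusted over the list alone, including Ms4a1, which encodes CD20 (-2.0, SE 0.30, adjusted p = 8.0e-05), the receptor chain Cd79b (-1.71, SE 0.25, adjusted p = 7.8e-05, not called with only the compared groups and no array block in the fit) and the follicle-homing receptor Cxcr5 (-1.59, SE 0.18, adjusted p = 4.1e-06). Their median was -0.98 (within slides -1.02 and -1.39, adjusted p = 2.5e-11 by camera and 0.118 with an estimated correlation). Of 21 T cell markers 12 fell, such as the CD3 chain Cd3d (-1.13, SE 0.14, adjusted p = 1.4e-05) and the kinase Lck (-1.16, SE 0.15, adjusted p = 1.5e-05), with a median of -0.61 (within slides -0.58 and -0.84, adjusted p = 7.9e-14 by camera and 0.0627 with an estimated correlation). Of 26 natural killer and cytotoxic genes 12 fell, such as granzyme A, Gzma (-1.19, SE 0.18, adjusted p = 8.9e-05), with a median of -0.57 (within slides -0.48 and -0.85, adjusted p = 1.3e-12 by camera and 0.134 with an estimated correlation). The counts of T and natural killer markers were the same over each list alone. The matrix protein Spon2 fell by a log2 fold change of -2.32 (SE 0.28, adjusted p = 7.4e-06).

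In all, 518 of 20660 genes were called, 240 higher and 278 lower than in untreated lung, and 111 of them changed by more than 2-fold. The count was 476 within slide 1, 582 within slide 2 (2 pools against 1) and 532 with slide as a block. Over 20644 genes, the mean distance between an untreated pool and a tCNT pool at 4 h was 39.6, against 29.6 between untreated pools (exact permutation p = 0.0286 over 35 splits, the smallest possible). The first principal component held 56.8% of the variance and parted the untreated and tCNT pools at 4 h from all other pools, as did clustering into 2 groups. The untreated and tCNT pools at 4 h share a title code that no other pool carries, so exposure and code could not be told apart in this split. Clustering of all genes into 3 groups parted the untreated pools from tCNT at 4 h, but on the 5010 genes called in any comparison it did so by correlation and not by Euclidean distance, which kept them together until 4 groups.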

At 4 h, the tCNT treatment had a relatively mild effect on the gene expression and these samples tended to cluster together with the untreated ones (Figure 4a). On the contrary, the effect of rCNT was remarkable at the same time point, impacting many more genes and with much greater amplitude of variation from the baseline samples (Figure 4a,b). 

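Nuclear RNAs, acute phase and glucocorticoid-responsive genes were higher and lysosomal genes and several lymphocyte and fibroblast genes lower immediately after 4 h of rCNT than in untreated lung (4 pools against 4). The nuclear-retained RNAs Neat1 and Malat1 rose by log2 fold changes of 3.82 (SE 0.10, adjusted p = 4.8e-15 from limma) and 2.21 (SE 0.13, adjusted p = 3.6e-11). Rnu1b6, a U1 small nuclear RNA, rose by 3.86 (SE 0.16, adjusted p = 6.9e-13). Of 11 nuclear and small RNAs 7 rose and 0 fell, also over the list alone, with a median of 1.27 (within slides 1.26 and 1.31, adjusted p = 1.4e-07 by camera and 8.8e-06 with an estimated correlation). The same RNAs had a median of -0.04 after 4 h of tCNT (adjusted p = 0.756, while their mean was 0.01 and camera's direction was up). This list was written to check RNA quality, when Neat1 had been seen in the paper's tables. Without Neat1, a setting chosen after seeing the data, the median after rCNT was 1.12 (adjusted p = 1.4e-06 by camera). The rCNT pools carry another title code than the untreated pools, and tCNT at 4 h shares theirs, so exposure and RNA handling could not be told apart here.

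Saa3 rose by 3.24 (SE 0.11, adjusted p = 5.1e-14), Mt2 by 3.09 (SE 0.13, adjusted p = 8.1e-13), Fkbp5 by 2.86 (SE 0.17, adjusted p = 7.8e-11) and the epithelial galectin Lgals4 by 3.31 (SE 0.08, adjusted p = 3.1e-15). The glucocorticoid response list had 17 of 20 genes called higher and 0 lower, with a median of 1.54 (within slides 1.52 and 2.00, adjusted p = 1.9e-11 by camera and 0.00668 with an estimated correlation). Without the 9 genes seen in the paper's tables, a setting chosen after seeing the data, its median was 1.17 (adjusted p = 1.1e-05 by camera and 0.0238 with an estimated correlation). Acute phase proteins had 7 of 19 called higher, with a median of 0.43 (within slides 0.43 and 0.55, 0.25 when scaled to the 75th percentile, adjusted p = 1.5e-05 by camera and 0.0160 with an estimated correlation), and heat shock genes had 13 of 18 called higher, with a median of 0.77 (within slides 0.71 and 0.94, adjusted p = 1.5e-05 by camera and 0.307 with an estimated correlation). The ciliary gene Ccdc39 rose by 1.54 (SE 0.08, adjusted p = 6.6e-12) with 3 more of 12 ciliated cell genes (median 0.51, within slides 0.51 and 0.46, adjusted p = 0.000415 by camera and 0.103 with an estimated correlation). Adjusting over each list alone left these counts unchanged.

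The B cell genes Ms4a1 (-3.69, SE 0.30, adjusted p = 3.5e-09) and Fcmr, an IgM receptor (-3.66, SE 0.26, adjusted p = 6.3e-10), both fell. Of the B cell, T cell and natural killer markers 12, 12 and 16 fell, with medians of -1.22 (within slides -0.99 and -1.85), -0.83 (within slides -0.74 and -1.08) and -0.86 (within slides -0.67 and -1.18). Camera called the 3 lists (adjusted p = 0.000131, 2.0e-05 and 4.1e-05) but not with their own correlations (adjusted p = 0.339, 0.312 and 0.352 with an estimated correlation). Collagen Col3a1 fell by -1.41 (SE 0.12, adjusted p = 5.6e-09) among 8 of 10 fibroblast and matrix genes that fell (median -0.76, within slides -0.81 and -0.63, adjusted p = 0.00112 by camera and 0.128 with an estimated correlation). Of 67 lysosomal genes 18 fell and 2 rose (median -0.41, within slides -0.42 and -0.42, adjusted p = 1.1e-06 by camera and 7.0e-05 with an estimated correlation). The list-alone adjustment gave the same counts for all 5 lists.

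The number of genes called was 3084, of which 1455 were higher and 1629 lower, 6.0 times the number after 4 h of tCNT. It was 3113 within slide 1, 2824 within slide 2 (1 pool against 1) and 3066 with slide as a block. More than 2-fold changes were found in 813 genes. The standard deviation of the log2 fold changes over all genes was 0.445, against 0.218 after tCNT, and their 1st and 99th percentiles were -1.13 and 1.34, against -0.67 and 0.65. An rCNT pool lay at a mean distance of 68.2 from an untreated pool, and the between-group excess over the within-group distance was 41.9, against 11.6 for tCNT (exact permutation p = 0.0286 for each, the smallest of 35 splits). The rCNT pools carry another title code than the untreated pools, while tCNT at 4 h shares theirs. Exposure and code could thus not be told apart in these counts, spreads and distances. Without the genes that were called in one direction in rCNT at 4 h and in both groups at 24 h, a setting chosen after seeing the data, 1622 genes remained for rCNT and 358 for tCNT.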

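Immediately after 4 h of rCNT, the neutrophil chemoattractant Cxcl1 was higher than in untreated lung by a log2 fold change of 2.49 (SE 0.09, adjusted p = 9.5e-14 from limma, 4 pools against 4). Ccl17, which draws Th2 cells, rose by 1.94 (SE 0.12, adjusted p = 7.0e-11) and the monocyte chemoattractant Ccl7 by 1.36 (SE 0.08, adjusted p = 1.1e-10). Of 34 chemokine ligands 8 rose and 7 fell, also over the list alone, with a median of 0.16 (within slides 0.08 and 0.16), and camera did not part the list from other genes (adjusted p = 0.123). Camera tests for a shift in 1 direction. Of all genes tested, 14.9% were called in this comparison. Among 39 other cytokines 4 rose, such as Il6 (1.18, SE 0.12, adjusted p = 1.0e-07), and 4 fell, such as the lymphocyte cytokine Ltb (-1.96, SE 0.17, adjusted p = 8.6e-09) and Il18 (-0.85, SE 0.04, adjusted p = 1.4e-11). Their median and mean were both -0.06, while camera's direction was up (adjusted p = 0.906), and the median was -0.25 when scaled to the 75th percentile.

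Signalling genes downstream of Toll-like and NOD-like receptors moved in both directions. The kinases Map3k8 (1.39, SE 0.09, adjusted p = 1.3e-10) and Chuk, a subunit of the IkB kinase (1.11, SE 0.07, adjusted p = 7.5e-11), and the ubiquitin ligase Birc2 (0.91, SE 0.05, adjusted p = 3.1e-11) rose. The receptors Tlr6 (-0.97, SE 0.11, adjusted p = 1.9e-07) and Naip2, a sensor of bacterial proteins (-0.93, SE 0.09, adjusted p = 3.5e-08), fell. Of 42 Toll-like receptor pathway genes 7 rose and 5 fell (median -0.02, mean 0.01, camera's direction up, adjusted p = 0.552), and of 34 NOD-like receptor pathway genes, which include the chaperone Hsp90aa1 (1.27, SE 0.07, adjusted p = 3.5e-11), 8 rose and 4 fell (median 0.01 and -0.03 when scaled to the 75th percentile, adjusted p = 0.215). Of 22 RIG-I-like receptor pathway genes 3 rose, such as the ligase Trim25 (0.94, SE 0.06, adjusted p = 6.7e-11), and 2 fell, such as the adaptor Fadd (-0.83, SE 0.07, adjusted p = 2.7e-09), with a median of 0.03 that turned to -0.04 when scaled to the 75th percentile (adjusted p = 0.488).

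Cytokine receptors were split in the same way. Csf2ra, the GM-CSF receptor chain, rose by 1.34 (SE 0.06, adjusted p = 1.9e-12), and Il2rb, which natural killer and T cells carry, fell by -1.19 (SE 0.17, adjusted p = 6.3e-06). In that list of 37, 6 rose and 5 fell (median -0.14, adjusted p = 0.834). The Jak-STAT list had 5 higher and 4 lower of 28 (median 0.04, but -0.00 when scaled to the 75th percentile, adjusted p = 0.396), with the inhibitor Socs1 among those lower (-0.91, SE 0.11, adjusted p = 5.9e-07). Immediate early genes, which cells transcribe within minutes of a stimulus, had 12 higher and 2 lower of 34 (median 0.32, within slides 0.29 and 0.44), and camera called them (adjusted p = 0.00568) but not with their own correlation (adjusted p = 0.339 with an estimated correlation). Counts over each list alone were the same for all of these lists. Scaled to the 75th percentile, the chemokine list passed (median 0.04, adjusted p = 0.0445).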

At 4 h, rCNT exposure induced almost exclusively pathways essential for the innate immunity (e.g. NOD-like receptor and Toll-like receptor signaling pathways, Chemokine signaling pathways and Cytokine-cytokine receptor interaction pathways) (Figure 4c). Moreover, cancer related pathways as well as insulin signaling pathways were up-regulated after rCNT exposure. 

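Immediately after 4 h of rCNT, Gadd45g, a growth arrest gene, was higher than in untreated lung by a log2 fold change of 1.95 (SE 0.09, adjusted p = 1.5e-12 from limma, 4 pools against 4), the death inducer Pmaip1 by 1.49 (SE 0.07, adjusted p = 5.2e-12) and Mdm2, which degrades p53, by 1.33 (SE 0.06, adjusted p = 1.1e-12). Of 33 p53 pathway genes 10 rose and 2 fell (median 0.16, within slides 0.16 and 0.30). Camera called this list (adjusted p = 0.00596) but not with its own correlation (adjusted p = 0.106 with an estimated correlation). In the cancer list of 59 genes 10 rose, such as the survival gene Bcl2l1 (1.29, SE 0.11, adjusted p = 4.9e-09), and 6 fell, such as the growth factor Wnt7a (-1.51, SE 0.09, adjusted p = 8.2e-11) and the gelatinase Mmp9 (-1.21, SE 0.10, adjusted p = 3.3e-09). The median of the cancer list was 0.00, and it was -0.00 after normexp background correction (adjusted p = 0.227). It passed when samples were scaled to the 75th percentile (adjusted p = 0.0445).

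Of 46 insulin signalling genes 8 rose, such as Socs4 (1.07, SE 0.07, adjusted p = 1.9e-10) and hexokinase Hk2, the first enzyme of glycolysis (0.99, SE 0.06, adjusted p = 1.5e-10). Another 3 fell, such as Ppp1r3c, which directs a phosphatase to glycogen (-0.95, SE 0.11, adjusted p = 5.4e-07). The insulin list had a median of 0.06 (adjusted p = 0.321). Spliceosome genes had 18 higher and 5 lower of 77 (median 0.04, within slides 0.06 and 0.02, adjusted p = 0.0238 by camera and 0.269 with an estimated correlation), in the samples where nuclear RNAs were higher. Each count was the same over its list alone.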

In sharp contrast, the innate immunity pathways were either not activated or were down-regulated after a 4 h inhalation of tCNT (Figure 4c). 

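After 4 h of tCNT, several inflammatory genes were higher than in untreated lung and genes of lymphocytes lower (4 pools against 4). Cxcl10, an interferon-induced chemokine, rose by a log2 fold change of 1.06 (SE 0.17, adjusted p = 0.00019 from limma), Cxcl1 by 0.81 (SE 0.09, adjusted p = 3.0e-06) and Il6 by 0.72 (SE 0.12, adjusted p = 0.00031), and Il6 was not called under scaling to the 75th percentile or normexp (0.53 in each), nor within slide 2 (0.65, adjusted p = 0.0181). Ccl5, a chemokine made by T and natural killer cells, fell by -0.95 (SE 0.15, adjusted p = 0.00014), Ccl4 by -0.90 (SE 0.16, adjusted p = 0.00036, not called with only the compared groups and no array block in the fit) and Ltb by -1.26 (SE 0.17, adjusted p = 2.6e-05). Of the 34 chemokine ligands 5 rose and 3 fell, with a median of 0.07 that was -0.00 when scaled to the 75th percentile. Camera called them higher (adjusted p = 0.0263), but not with their own correlation (adjusted p = 0.308 with an estimated correlation) not after normexp (adjusted p = 0.0621) and not without 1 of the untreated pools (adjusted p = 0.0804). Among other cytokines 2 rose and 4 fell (median -0.00, or -0.20 when scaled to the 75th percentile, adjusted p = 0.478).

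The lipopolysaccharide co-receptor Cd14 rose by 0.73 (SE 0.07, adjusted p = 1.4e-06; 0.73 with adjusted p = 0.0111 within slide 2) and Tlr1 fell by -0.87 (SE 0.16, adjusted p = 0.00065, not called with only the compared groups and no array block in the fit), the only 2 called of 42 Toll-like receptor pathway genes (median 0.00, mean -0.00, camera's direction up, adjusted p = 0.597). Hsp90aa1 rose by 1.01 (SE 0.07, adjusted p = 2.1e-08) and the peptidoglycan sensor Nod2 fell by -0.60 (SE 0.12, adjusted p = 0.00085, not called in 10 other settings), the only 2 of 34 in the NOD-like receptor pathway (median -0.06, adjusted p = 0.276). The RIG-I-like receptor pathway had a median of -0.05 (adjusted p = 0.374). The counts of these lists did not change when adjusted over the list alone.

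In the paper, the differentially expressed genes of each exposure were passed to the DAVID annotation tool. From the pathways it returned, the paper concludes that innate immunity responded to rCNT and was not activated, or was lower, immediately after tCNT (Figure 4c).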

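At 24 h after the end of the tCNT exposure, nuclear RNAs were higher in lung tissue than in untreated lung, and lysosomal genes and several cytotoxic and antigen presentation genes were lower (2 pools against 4). Neat1 rose by a log2 fold change of 4.32 (SE 0.13, adjusted p = 1.6e-13 from limma) and Malat1 by 2.04 (SE 0.16, adjusted p = 1.0e-08). Of 11 nuclear and small RNAs 6 rose and 0 fell (median 0.95, within slides 1.01 and 0.88, adjusted p = 2.0e-06 by camera and 8.4e-05 with an estimated correlation). This list was written to check RNA quality, and the tCNT pools at 24 h carry another title code than the untreated pools. When it was written, Neat1 had been seen in the paper's tables. Without Neat1, a setting chosen after seeing the data, 5 of 10 rose (median 0.74, adjusted p = 1.9e-05 by camera and 9.1e-05 with an estimated correlation). The splicing factor Srsf5 rose by 1.75 (SE 0.10, adjusted p = 2.5e-10) and the U1 protein Snrnp70 by 1.71 (SE 0.08, adjusted p = 1.3e-11). Of 77 spliceosome genes 20 rose and 7 fell, with a mean of 0.17 and camera's direction up but a median of -0.00, or 0.00 after normexp (adjusted p = 0.0711, but 0.0431 on the brightest probes and 0.0417 without 1 of the untreated pools).

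Granzymes fell, Gzma by -1.85 (SE 0.23, adjusted p = 2.6e-06) and Gzmb by -1.66 (SE 0.17, adjusted p = 1.7e-07), and so did Ccl5 (-1.69, SE 0.19, adjusted p = 8.7e-07). Natural killer and cytotoxic genes had 16 lower and 1 higher of 26 (median -0.80, within slides -0.64 and -1.18, adjusted p = 2.2e-05 by camera and 0.539 with an estimated correlation), and T cell markers had 11 lower of 21 (median -0.65, within slides -0.49 and -0.88, adjusted p = 0.000451 by camera and 0.569 with an estimated correlation). B cell markers, with Ms4a1 at -2.46 (SE 0.39, adjusted p = 3.2e-05), had 7 lower of 14. Their median was -0.59 (within slides -0.50 and -1.08), and camera's call (adjusted p = 0.0379) was lost with an estimated correlation (adjusted p = 0.726), within slide 1 (adjusted p = 0.0966), scaled to the 75th percentile (adjusted p = 0.0715), without dim genes (adjusted p = 0.122), with only the compared groups and no array block in the fit (adjusted p = 0.0658) without either tCNT pool and without 2 of the untreated pools, 1 at a time. Spon2 fell by -2.78 (SE 0.36, adjusted p = 3.5e-06) and the eosinophil-associated ribonuclease Ear1 by -2.10 (SE 0.13, adjusted p = 5.0e-10). The goblet cell gene Clca1 fell by -2.32 (SE 0.55, adjusted p = 0.0017), but was not called without 1 of the 2 tCNT pools (-1.89, adjusted p = 0.043), within slide 2 (-1.34, adjusted p = 0.0879) or with ComBat without the groups (adjusted p = 0.0108).

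The lysosomal protease Ctsd fell by -1.01 (SE 0.08, adjusted p = 1.9e-08, but -0.42 and not called on its brightest probe) with 19 more of 67 lysosomal genes, while 2 rose (median -0.35, within slides -0.39 and -0.37, adjusted p = 2.0e-06 by camera and 9.1e-05 with an estimated correlation). H2-Aa, a class II chain, fell by -1.30 (SE 0.12, adjusted p = 6.5e-08) with 6 more of 23 antigen presentation genes (median -0.37, or -0.72 when scaled to the 75th percentile, adjusted p = 2.2e-05 by camera and 0.159 with an estimated correlation), and the receptor Tlr2 fell by -1.05 (SE 0.08, adjusted p = 5.3e-09). Collagen Col1a1 fell by -1.26 (SE 0.10, adjusted p = 8.5e-09) among 6 lower of 10 fibroblast and matrix genes (median -0.71, within slides -0.75 and -0.45, adjusted p = 0.00105 by camera and 0.159 with an estimated correlation). Ccdc39 rose by 1.52 (SE 0.10, adjusted p = 8.6e-10) among 8 higher of 12 ciliated cell genes (median 0.75, within slides 0.63 and 0.84, adjusted p = 7.6e-06 by camera and 0.0313 with an estimated correlation). Of the 20 glucocorticoid response genes 9 were higher (median 0.53, within slides 0.62 and 0.65, adjusted p = 0.000424 by camera and 0.246 with an estimated correlation). Without those seen in the paper's tables, a setting chosen after seeing the data, the list did not pass (median 0.43, adjusted p = 0.0808 by camera).

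Genes called in tCNT at 24 h against untreated lung numbered 2687, 1349 higher and 1338 lower, against 2704 in tCNT at 24 h against tCNT at 4 h (1400 higher, 1304 lower). Scaled to the 75th percentile, the numbers were 1232 higher and 1653 lower, and 1580 higher and 1942 lower. The former was 2425 within slide 1, 2704 within slide 2 (1 pool against 1) and 2713 with slide as a block, and the latter 2490, 2915 (1 pool against 2) and 2720. The standard deviation of the log2 fold changes was 0.416 in tCNT and 0.40 in rCNT at 24 h, and 602 and 521 genes changed by more than 2-fold. A tCNT pool at 24 h lay at a mean distance of 64.0 from an untreated pool and an rCNT pool at 62.3. With only 2 pools of tCNT at 24 h, no exact permutation test was run. A mean of 2 pools also carries more noise than a mean of 4, which widens the standard deviation for tCNT. All of these comparisons cross title codes, so exposure, time and code could not be told apart. Without the genes called in one direction in rCNT at 4 h and both groups at 24 h, 1225 remained against untreated lung and 1647 against tCNT at 4 h. That setting was chosen after seeing the data.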

At 24 h following the 4 h exposure, a stronger effect of tCNT took place on a wider set of genes, causing changes similar in size and range of variation to those elicited by rCNT. Nonetheless, the gene expression signatures of rCNT and tCNT were quite distinct, as the group of the genes with similar behavior in both treatments was relatively small (Figure 4b, Additional file 4). In addition, direct comparison of the transcriptome of rCNT and tCNT exposed mice at each time point revealed that innate immunity pathways and chemokine-cytokine signaling pathways were significantly more expressed after rCNT, whereas lysosomal activity and carbohydrate metabolism pathways were induced by tCNT (Additional file 5). 

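The comparisons of both tubes with untreated lung at 24 h shared a large set of called genes. Of 2687 genes called in tCNT and 2360 called in rCNT at 24 h, each against untreated lung, 1711 were called in both: 980 higher in both, 725 lower in both and 6 in opposite directions, where independent lists of these sizes would share 83.2 higher and 70.3 lower. Those called in the same direction were 63.5% of the tCNT genes and 72.3% of the rCNT genes, and the log2 fold changes of all genes correlated at r = 0.839. The pools of untreated lung were shared by both comparisons. With the untreated pools divided between the comparisons in each possible way, 915 to 940 genes were higher and 627 to 697 lower in both (r 0.75 to 0.812). In 20 simulations with no effect, the shared untreated pools alone gave r = 0.374 and 0 shared calls. That r is taken over noise only and cannot be set against the observed r. The covariance of the log2 fold changes was 0.140, against 0.0029 in the simulations.

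rCNT at 4 h was as close to both groups at 24 h. It shared 1916 genes with tCNT at 24 h (995 higher and 917 lower, r = 0.855) and 1780 with rCNT at 24 h (959 higher and 817 lower, r = 0.857), against 402 with tCNT at 4 h (159 higher, 238 lower and 5 opposite, r = 0.495). With the untreated pools divided, rCNT at 4 h and tCNT at 24 h shared 898 to 1003 higher and 773 to 935 lower (r 0.734 to 0.839), rCNT at both times 860 to 971 and 702 to 822 (r 0.744 to 0.83), and both tubes at 4 h 138 to 167 and 160 to 252 (r 0.386 to 0.452). The simulations without effect gave 0 shared calls in each, and r = 0.388, 0.496 and 0.496, again over noise only. The observed covariances in this order were 0.158, 0.1525 and 0.0481, against 0.0030 in each of the simulations. Mean distances were 39.1 from rCNT at 4 h to tCNT at 24 h, 39.4 to rCNT at 24 h and 38.8 between both groups at 24 h, and 59.9 between rCNT and tCNT at 4 h.

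A group of 1462 genes changed in one direction in rCNT at 4 h, tCNT at 24 h and rCNT at 24 h, 840 higher and 622 lower (1403 within slide 1, 1465 with slide as a block and 1297 within slide 2, where each group had 1 pool and the 3 comparisons share 1 untreated pool). Their median absolute log2 fold changes were 0.93, 0.89 and 0.83 in these groups, and 0.13 in tCNT at 4 h. Called in only 1 comparison with untreated lung were 694 genes for rCNT at 4 h, 100 for tCNT at 4 h, 514 for tCNT at 24 h and 330 for rCNT at 24 h. All 4 comparisons shared 162. The 3 groups of the 1462 genes carry other title codes than the untreated pools and tCNT at 4 h, so the exposure and the code could not be told apart for these genes.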

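Lysosomal and oxidative stress genes were lower and some chemokine and signalling genes higher after 4 h of rCNT than after 4 h of tCNT (4 pools against 4). Cxcl1 was higher by a log2 fold change of 1.69 (SE 0.09, adjusted p = 1.8e-11 from limma) and Ccl17 by 1.27 (SE 0.12, adjusted p = 3.0e-08). Map3k8 (1.13, SE 0.09, adjusted p = 3.1e-09), Chuk (1.1, SE 0.07, adjusted p = 1.5e-10), Birc2 (0.83, SE 0.05, adjusted p = 1.6e-10) and Nlrc5, an activator of class I genes (1.03, SE 0.09, adjusted p = 8.0e-09), were higher, and Tlr2 was lower (-1.10, SE 0.06, adjusted p = 4.4e-11). Of 34 NOD-like receptor pathway genes 8 were higher and 2 lower (median 0.18, within slides 0.20 and 0.16, and 0.31 with the processed signal). Camera called the list (adjusted p = 0.0462), but not with an estimated correlation (adjusted p = 0.151), nor when scaled to the 75th percentile (adjusted p = 0.0869) or without dim genes (adjusted p = 0.0853), nor in 3 other settings. Chemokine ligands had 6 higher and 4 lower (median 0.00, within slides 0.04 and -0.09, adjusted p = 0.530), Toll-like receptor pathway genes 5 and 3 (median -0.07, mean 0.01, camera's direction up, adjusted p = 0.683), RIG-I-like receptor pathway genes 5 and 1 (median -0.09, mean 0.09, camera's direction up, adjusted p = 0.457) and other cytokines 1 and 2 (median 0.05, adjusted p = 0.530).

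Lysosomal Ctsd (-1.25, SE 0.07, adjusted p = 1.7e-11) and Laptm4b (-0.99, SE 0.06, adjusted p = 5.4e-11) were lower after rCNT, and Idua, which degrades glycosaminoglycans, was higher (0.94, SE 0.05, adjusted p = 1.1e-11). The lysosome list had 17 of 67 lower and 3 higher (median -0.40, within slides -0.41 and -0.39, adjusted p = 5.5e-08 by camera and 4.4e-06 with an estimated correlation). In glycolysis and gluconeogenesis 9 of 40 genes were lower, such as Bpgm (-0.80, SE 0.11, adjusted p = 6.5e-06; -0.73 with adjusted p = 0.0136 within slide 2) and the muscle enzyme Pgam2 (-1.07, SE 0.26, adjusted p = 0.0017), which was not called within slide 1 (-0.83, adjusted p = 0.0393), within slide 2 (-1.16, adjusted p = 0.0467) or without 1 of the tCNT pools (-0.69, adjusted p = 0.0332). The mitochondrial Acss1 (1.16, SE 0.05, adjusted p = 4.4e-13) was 1 of 2 higher, and the list had a median of -0.34 (within slides -0.34 and -0.32, adjusted p = 8.1e-05 by camera and 4.4e-06 with an estimated correlation).

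Hmox1 (-1.93, SE 0.12, adjusted p = 1.4e-10), Srxn1 (-1.50, SE 0.08, adjusted p = 1.6e-11) and Gclm, which makes glutathione (-1.26, SE 0.05, adjusted p = 9.6e-13), were lower after rCNT. The oxidative stress list had 11 of 27 lower (median -0.51, within slides -0.53 and -0.47, adjusted p = 7.3e-07 by camera and 0.00479 with an estimated correlation) and glutathione metabolism 10 of 38 (median -0.37, within slides -0.38 and -0.29, adjusted p = 8.1e-05 by camera and 0.00037 with an estimated correlation). Alveolar macrophage genes had 6 of 14 lower (median -0.53, within slides -0.53 and -0.53, adjusted p = 0.000359 by camera and 0.109 with an estimated correlation). PPAR genes, such as Fabp1, a carrier of fatty acids (-1.28, SE 0.12, adjusted p = 5.0e-08), had 8 of 33 lower (median -0.26, within slides -0.34 and -0.28, adjusted p = 0.0200 by camera, 0.180 with an estimated correlation and 0.0555 without dim genes), and oxidative phosphorylation 5 of 74 (median -0.22, within slides -0.21 and -0.23, -0.45 when scaled to the 75th percentile, adjusted p = 0.000911 by camera and 0.25 with an estimated correlation). Neat1 was higher by 3.89 (SE 0.10, adjusted p = 3.3e-15) among 8 of 11 nuclear and small RNAs (median 1.31, within slides 1.32 and 1.18, adjusted p = 3.0e-07 by camera and 5.5e-06 with an estimated correlation), and spliceosome genes had 18 of 77 higher and 2 lower (median 0.09, but -0.02 when scaled to the 75th percentile, adjusted p = 0.00194 by camera and 0.109 with an estimated correlation). The counts at 4 h were the same over each list alone.

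At 24 h, type 2 and chemokine genes were higher after rCNT than after tCNT (4 pools against 2). The goblet cell gene Clca1 was higher by 8.75 (SE 0.55, adjusted p = 1.0e-08), the anion exchanger Slc26a4 by 3.84 (SE 0.16, adjusted p = 4.3e-11), Retnla, a product of alternatively activated macrophages, by 3.54 (SE 0.20, adjusted p = 2.2e-09), and the mucus chaperone Agr2 by 2.53 (SE 0.26, adjusted p = 4.8e-06). Of 28 type 2 genes 15 were higher and 0 lower, also over the list alone (median 0.65, within slides 0.59 and 0.65, 1.31 with the processed signal, adjusted p = 7.2e-19 by camera and 1.8e-17 with an estimated correlation). Chemokine ligands, with Ccl17 at 2.35 (SE 0.15, adjusted p = 1.4e-08) and Ccl9 at 1.71 (SE 0.16, adjusted p = 1.2e-06), had 15 of 34 higher, or 17 over the list alone, and 0 lower (median 0.54, within slides 0.50 and 0.57, 0.88 with the processed signal, adjusted p = 2.4e-13 by camera and 0.000391 with an estimated correlation). Other cytokines had 1 higher, or 2 over the list alone (median 0.06, but -0.03 when scaled to the 75th percentile, adjusted p = 0.111). Saa3 (3.02, SE 0.14, adjusted p = 1.7e-10) and Fgg (1.77, SE 0.18, adjusted p = 3.2e-06) were 2 of 8 higher among 19 acute phase proteins, also 8 over the list alone (median 0.35, within slides 0.37 and 0.41, 1.26 with the processed signal, adjusted p = 2.0e-17 by camera and 1.1e-07 with an estimated correlation).

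Lysosomal genes no longer favoured tCNT at 24 h: 4 of 67 were higher after rCNT and 0 lower, also over the list alone (median 0.07, adjusted p = 0.00164 by camera and 0.0161 with an estimated correlation). The osteoclast and macrophage protease Ctsk (1.31, SE 0.12, adjusted p = 1.0e-06) and acid phosphatase Acp5 (0.93, SE 0.13, adjusted p = 0.00015; not called within slide 1 at 1.06 with adjusted p = 0.0111 or slide 2 at 0.86 with adjusted p = 0.0237) were among the 4. Glycolysis had 1 higher and 1 lower (median 0.03, adjusted p = 0.470), with Fbp1, which drives gluconeogenesis, higher by 3.68 (SE 0.12, adjusted p = 1.1e-12). The change with time in the difference between the tubes was tested as an interaction. It was 1.47 for Ctsd (adjusted p = 2.6e-09), and 29 of 67 lysosomal genes moved towards rCNT and 3 away from it (median 0.48, adjusted p = 5.7e-09 by camera), as did 12 and 0 of the chemokine ligands (median 0.51, adjusted p = 0.000614). Alveolar macrophage genes moved the same way, 7 and 0 (median 0.59, adjusted p = 1.3e-05 by camera). From 4 h to 24 h, Ctsd changed by -1.20 after tCNT and by 0.27 after rCNT. The tCNT pools at the 2 times carry different title codes, so time after tCNT and the code are confounded in this test.

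Genes called between the tubes numbered 2232 at 4 h (1201 higher and 1031 lower after rCNT, but 1156 higher and 1540 lower when scaled to the 75th percentile) and 362 at 24 h (255 higher and 107 lower). Within slides 1 and 2 and with slide as a block the counts were 2385, 1937 and 2214 at 4 h, and 300, 124 and 368 at 24 h, where those within slide 2 rest on 1 rCNT pool against 2 and against 1. The rCNT and tCNT pools carry different title codes at both times, so the tubes and the code could not be told apart in any of these comparisons. Without the genes shared by rCNT at 4 h and both groups at 24 h, a setting chosen after seeing the data, 1009 remained at 4 h (415 higher and 594 lower). The mean distance between pools of rCNT and tCNT at 4 h exceeded that within the groups by 35.2 (exact permutation p = 0.0286 over 35 splits, the smallest possible).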

Some highly significant genes in the microarray analysis also relevant to asthma (Ccl2, Ccl11, Ccl24 and Cxcl5) were further confirmed by quantitative PCR (Additional file 6).

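Ccl2, a ligand of Ccr2 that draws monocytes, was higher after rCNT at both times. Against untreated lung it rose by log2 fold changes of 1.82 at 4 h (SE 0.07, adjusted p = 3.1e-13 from limma) and 1.40 at 24 h (SE 0.07, adjusted p = 1.4e-11), and against tCNT by 1.28 at 4 h (SE 0.07, adjusted p = 4.3e-11) and 1.75 at 24 h (SE 0.09, adjusted p = 1.5e-09). Cxcl5, a neutrophil chemoattractant of the lung epithelium, rose by 1.17 at 4 h (SE 0.29, adjusted p = 0.0018) and 1.42 at 24 h (SE 0.29, adjusted p = 0.00037), although the untreated and rCNT pools at 4 h overlapped, and neither was called within slide 1 (adjusted p = 0.0201 at 4 h and 0.0142 at 24 h), nor was the rise at 4 h with only the compared groups and no array block in the fit (adjusted p = 0.0167). Cxcl5 was higher after rCNT than after tCNT by 1.68 at 4 h (SE 0.29, adjusted p = 6.6e-05). At 24 h it was called higher as well (adjusted p = 0.00053), with no size given because its spots were not well above background in tCNT. This was not called within slide 1 (adjusted p = 0.036) or without 1 of the 2 tCNT pools (adjusted p = 0.0121).

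The eosinophil attractants Ccl11 and Ccl24 separated the tubes at 24 h only. Against tCNT, Ccl11 was higher after rCNT by 0.60 (SE 0.08, adjusted p = 4.5e-05), close to the 1.5-fold limit and not called when scaled to the 75th percentile (0.54), after normexp (0.52) with ComBat without the groups (0.58), within slide 2 (0.70, adjusted p = 0.0361) or without either of 2 rCNT pools (0.58 in each). Ccl24 was higher by 0.83 (SE 0.19, adjusted p = 0.0078), and it was not called in 17 other settings, among them slide 1 (0.59, adjusted p = 0.0885) and the omission of either tCNT pool (0.95, adjusted p = 0.0398, and 0.73, adjusted p = 0.0724). At 4 h the differences were -0.01 for Ccl11 (SE 0.06, adjusted p = 0.865) and -0.20 for Ccl24 (SE 0.15, adjusted p = 0.276). The change from 4 h to 24 h in the difference between the tubes was 0.62 for Ccl11 (adjusted p = 2.0e-05) and 1.03 for Ccl24 (adjusted p = 0.00112), and 0.47 for Ccl2 (adjusted p = 0.00196). Time after tCNT and the title code are confounded in this change.

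Against untreated lung, the changes of Ccl11 were 0.43 (SE 0.06, adjusted p = 3.4e-06) and 0.45 (SE 0.06, adjusted p = 2.7e-06) in rCNT at 4 h and 24 h, and 0.45 (SE 0.06, adjusted p = 2.4e-05) and -0.15 (SE 0.08, adjusted p = 0.114) in tCNT. None passed the fold limit, but with the processed signal it was called in rCNT at 4 h (0.73) and 24 h (0.76) and in tCNT at 4 h (0.69). Ccl24 rose in rCNT at 24 h by 0.74 (SE 0.15, adjusted p = 0.00027), with pools that overlapped the untreated ones, and it was not called within slide 1 (0.43) or without 1 of the rCNT pools (0.54). It was -0.16 in rCNT at 4 h (SE 0.15, adjusted p = 0.381), 0.04 in tCNT at 4 h (SE 0.15, adjusted p = 0.880) and -0.08 in tCNT at 24 h (SE 0.19, adjusted p = 0.757). In tCNT, Ccl2 was 0.55 (SE 0.07, adjusted p = 2.1e-05) and -0.34 (SE 0.09, adjusted p = 0.0047) at 4 h and 24 h, both within the fold limit, although Ccl2 was called at 4 h with the processed signal (0.77, adjusted p = 6.6e-05), and Cxcl5 was -0.51 at 4 h (SE 0.29, adjusted p = 0.229) and was not called at 24 h (adjusted p = 0.0634, but 0.0006 with the processed signal), where its spots were not well above background. There were 4 pools in each group except tCNT at 24 h, with 2, and the title code parts rCNT from tCNT at both times.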

**Figure 4:**
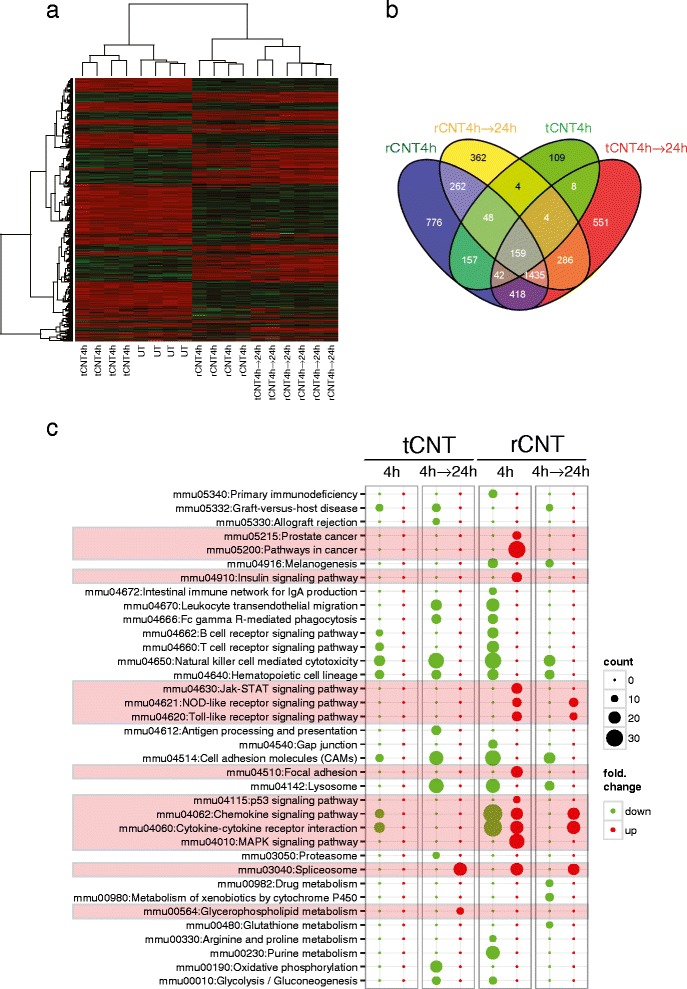
**Transcriptome analysis of lung tissue reveals rapid activation of innate immune system in response to inhaled rCNT. a**: heatmap of differentially expressed genes (linear FC > |1.5|, post hoc adjusted P-value = 0.01) in lungs of mice exposed to rCNT or tCNT for 4 h and sacrificed either immediately after exposure or on the following day. Genes are arranged by hierarchical clustering analysis. Untreated (UT) and tCNT-exposed lung samples share similar expression patterns shortly after 4-h exposure. Red color indicates higher expression while green denotes lower expression. **b**: Venn diagram of the microarray results summarizing the numbers of differentially expressed genes (linear FC > |1.5|, post hoc adjusted P-value = 0.01) in lung tissue after 4 h exposure to CNT. The diagram shows that rCNT cause a markable expression of multiple distinct genes already after 4-h exposure (776 genes) while the number of genes specific to tCNT is notably lower (109 genes). **c**: pathway bubble-plot shows that inhalation of rCNT activates several innate immunity-associated pathways after the 4 h exposure. The diameter of each circle represents the number of genes annotated in each pathway (legend “count”). Red color indicates up-regulated pathways and green color down-regulated pathways compared to untreated controls.

### Alveolar macrophages and mast cells play a role in the initiation of the inflammatory and allergy-like rCNT-induced responses

To investigate the involvement of macrophages in the early stages of rCNT-triggered reactions, we exposed C57BL/6 mice for 4 h and collected BAL and lung tissue samples immediately or 24 h after the exposure. Since macrophages are the major cell type in BAL at early stages of the inflammatory response, we compared the mRNA expression of pro-inflammatory and pro-allergic cytokines in BAL cells and lung tissue (Figure 5a,b). We found that Il-1β and Tnf-α are produced mainly by alveolar macrophages while Th2-promoting cytokine Il-33, and eosinophil-attracting chemokine Ccl17 are expressed in BAL cells as well as in other cell types present in lung tissue. In addition, we found that BAL macrophages express Ccl2 and Ccl7, which may contribute to the stimulation of monocyte recruitment to the site of inflammation (Additional file 7).

**Figure 5:**
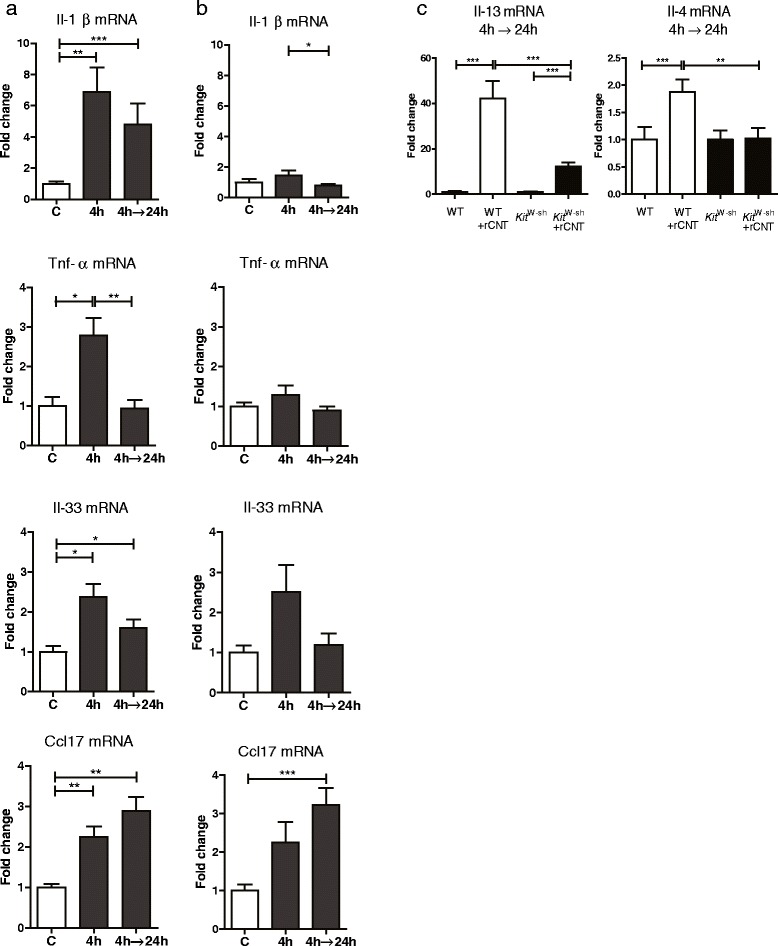
**Alveolar macrophages and mast cells mediate the early inflammatory and pro-allergic responses induced by rCNT. a**,**b**: BAL and lung tissue were collected from C57BL/6 mice exposed to rCNT for 4 h and sacrificed either immediately or on the following day. Comparison of mRNA expression levels of cytokines/chemokines in BAL cells **(a)** and lung tissue **(b)** showing that pro-inflammatory cytokines Il-1β and Tnf-α are produced by alveolar macrophages which are the major cell type in BAL at early time points (data not shown) while Th2-promoting cytokine Il-33, and eosinophil-attracting chemokine Ccl17 are expressed in BAL cells as well as in other cells types present in lung tissue. **c**: levels of Th2 type cytokines Il-13 and Il-4 in lungs were dependent on the presence of mast cells as the expression of these cytokines was significantly lower in *Kit* ^W-sh^ mice exposed to rCNT for 4 h and sacrificed on the next day. mRNA expression levels in a and b are presented as fold changes relative to untreated control mice (n = 5-8). In c, values indicate fold changes compared with control mice of the corresponding strain (n = 7-9). *P < 0.05; **P < 0.01; ***P < 0.001. C, untreated control group.

The role of mast cells was investigated in lung tissue of C57BL/6 and *Kit*^W-sh^ mice exposed to rCNT for 4 h and sacrificed on the following day. Results of mRNA expression levels of Th2 type cytokines and pro-allergic chemokines showed that Il-13 and Il-4 were derived from mast cells (Figure 5c) while expression of Il-33, Il-5, Ccl11, Ccl24 and Ccl17 was not influenced by deficiency of these cells (Additional file 8).

## Discussion

Along with the increase in production and use of CNT in numerous applications, also occupational and environmental exposure to these materials has increased. This has raised awareness of the potential harmfulness of CNT on human health. One of the main exposure routes associated with ENM is the respiratory tract and hence most of the *in vivo* studies have concentrated on investigating pulmonary effects.

Several studies have shown that CNT fibers have adjuvant capacity as they aggravate allergen-induced airway inflammation [11-13,15,16]. Here, we investigated whether CNT have the ability to induce characteristics similar to allergic airway inflammation in healthy mice. Using different types of CNT, we exposed C57BL/6 mice to an aerosol of rCNT or tCNT repeatedly for 4 h, for a total of 4 days and collected samples 24 h after the last treatment, thus mimicking a one-week occupational exposure. Inhalation of rCNT elicited a drastic infiltration of eosinophils but only a minor increase in neutrophils. Pulmonary eosinophilia is a classical sign of allergic airway inflammation and asthma in which eosinophils are critically involved in the induction of airway hyperreactivity, elevated mucus production, airway remodeling and asthma exacerbations [17,18]. In contrast, exposure to tCNT did not cause morphologically evident lung inflammation. In a study by Park *et al.* neutrophilic inflammation was induced one day after intratracheal administration of multi-walled carbon nanotubes (MWCNT) [19]. Similarly, Morimoto *et al.* reported MWCNT-induced neutrophilia peaking at day 3 after intratracheal instillation [20]. However, other studies performed *via* pharyngeal aspiration have shown that MWCNT induce an influx of both neutrophils and eosinophils, [21] especially at lower doses [22]. Although the inhalation method is the closest to real-life scenarios, the number of such studies is very limited. In contrast to our observations, a 3-month inhalation of MWCNT induced mild neutrophilic, but not eosinophilic, pulmonary inflammation in rats [23]. Similar phenomenon was seen also in mice where the authors reported pulmonary neutrophilia after a 2-day exposure [24]. Nonetheless, assessing health effects of CNT *in vivo* is complex and different results difficult to compare, due to varying methods of exposure in different organisms as well as the different physico-chemical properties of the tested materials.

In the present study, the rCNT triggered cytopathology included a substantial number of macrophages that attempted to engulf CNT aggregates and a presence of foreign body giant cells (FBGC). However, the FBGC did not appear in mice after tCNT treatment. Macrophages undergoing “frustrated phagocytosis” and formation of FBGC in response to MWCNT have been reported earlier after intraperitoneal injection using the same material as in our study [10]. Mangum *et al.* [25] found carbon bridges between macrophages after a single oropharyngeal aspiration of SWCNT in rats. Giant cells arise from a fusion of macrophages in response to large foreign material [26]. These cells are recognized as the pathological hallmark of granulomatous diseases [26]. Although we did not observe granulomas after the 4-day exposure, FBGC might be an indication of their upcoming formation. Their formation has been induced by alternative activation of macrophages *in vitro* by stimulation of Th2 type cytokines Il-4 and Il-13 [27,28]. Alternatively activated macrophages have been also associated with allergic airway inflammation [29].

Excessive mucus secretion in the airways and AHR are classical features of allergic airway inflammation [2]. We found that pulmonary eosinophilia caused by rCNT was accompanied by increased goblet cell hyperplasia as well as elevation of AHR to inhaled metacholine. Moreover, the up-regulation of Th2 type cytokines Il-13 and Il-5, and down-regulation of Th1 type cytokine Ifn-γ in the lung tissue after rCNT inhalation supports the induction of allergic-like airway inflammation. Th2 type cytokines are typically found in the asthmatic airways [1] and the decreased level of Ifn-γ is to be expected since Th1 type cytokines are considered to be counter-regulatory to the Th2 type cytokines. Finally, eosinophil-chemoattractants were notably elevated, supporting the rCNT-induced pulmonary eosinophilia. To our knowledge, no previous studies exist describing an array of features characteristic to allergic airway inflammation and asthma after bare inhalation exposure to CNT, as seen in the present study. It should be also noted that full-blown allergic-like inflammation was elicited just in 5 days and without the conventional protein allergen or treatment with an artificial adjuvant substances (e.g. aluminum hydroxide). The current paradigm proposes that asthma is initiated by a sensitization phase, during which contact with (protein) allergens alerts the immune system, polarizes allergen-specific Th2 lymphocytes and induces secretion of allergen specific-IgE antibodies [2]. In our experimental set up, the conventional sensitization phase cannot be developed due to the very short period of time and the lack of protein allergens, indicating that polarization of Th2 lymphocytes and generation of IgE antibodies is not possible. Thus, the rCNT-induced allergic-like inflammation is likely caused by the activation of the innate immune system, eliciting a novel type of allergic-like airway inflammation in the occupational health context.

The Reactive Airways Dysfunction Syndrome (RADS) is an occupational asthma-like syndrome that develops rapidly after a single exposure to high levels of irritating fume, smoke, vapor or aerosol [30]. RADS differs from traditional asthma especially due to its acute nature with no latency period. Initial respiratory symptoms are followed by asthma-like symptoms and airway hyperresponsiveness. Irritant-induced asthma (IrIA) is also used to describe an asthmatic syndrome that results from a single or multiple high dose exposures to irritant products. Interestingly, both RADS and IrIA induce significant upper airway symptoms, nonspecific inflammation, neurogenic inflammation, primarily lymphocytic cellular infiltrate, macrophage activation, mast cell degranulation and epithelial desquamation [31-34]. The airway inflammation observed in the present study seems to be something in between the classic asthma and IrIA. Even though the inflammation lacks the sensitization phase and protein allergens, it still possesses classical features of allergic asthma such as Th2 cytokines, mucus production and pulmonary eosinophilia. Rather than allergens, the rCNT seem to act more like irritants in inducing a fast and dramatic innate immunity mediated Th2-type airway inflammation similar to allergic asthma.

Mast cells are known to be the central effectors in immediate hypersensitivity reactions [35]. After encountering an allergen, IgE-sensitized mast cells release a broad panel of bioactive mediators and Th2 type cytokines (e.g. IL-4, IL-5, IL-13) in order to initiate and promote airway inflammation, and to strongly induce development of T cell responses [3,35,36]. Although traditional protein allergen-sensitization was not used in our experimental setting, we were interested in exploring whether the mast cells would also mediate the rCNT-driven inflammation. We found that the influx of eosinophils was increased and the expression of Il-13 was significantly decreased in the lungs of the mast cell deficient mice. However, the goblet cell activation was not dependent on these cells and the eosinophil attracting chemokines were likely derived from other sources. These findings suggest that mast cells modulate the rCNT-induced pulmonary inflammation partially.

Early events in the CNT-induced airway inflammation were examined by transcriptomics profiling. The analysis revealed that shortly after the 4 h exposure, the tissue of untreated and tCNT-exposed mice shared similar expression patterns, which were drastically distinct from rCNT-treated mice. Moreover, only rCNT induced increased expression of a number of inflammation-associated pathways. Since the transcriptomics data suggested that rCNT activate several innate immunity pathways, we wanted to estimate the role of alveolar macrophages and lung tissue cells in these early events. BAL cells were isolated immediately after and 24 h following the 4 h rCNT exposure and mRNA expression levels of BAL cells were compared to the mRNA levels of lung tissue of the same animals. Most of the pro-inflammatory Il-1β and Tnf-α expression was likely derived from the rCNT activated alveolar macrophages (i.e. BAL cells) as the tissue expression levels were much lower. On the other hand, the pro-allergic Il-33 [37], which promotes the activation of mast cells [38] and alternative activation of macrophages, was expressed by alveolar macrophages but also by other resident tissue cells. Similarly, the pro-allergic chemokine Ccl17 [39], whose overexpression has been observed earlier in lung macrophages of asthmatic patients [40], was highly up-regulated in BAL macrophages and lung tissue. Taken together, the present results demonstrate that rCNT activated alveolar macrophages are an important source of not only proinflammatory cytokines but also allergy promoting cytokines and chemokines. To our knowledge the transcriptomics analysis is a rather rarely used approach in similar studies and the early events in the CNT exposed mice appear weakly documented.

No significant induction of Il-13 and Il-4 was observed from the isolated BAL cells (data not shown) after a 4 h exposure to rCNT, suggesting that the alveolar macrophages are not synthetizing these Th2 cytokines at the early stages. Since mast cells are an important source of Th2 type cytokines, [35] we investigated their potential role as an early source of these cytokines. By using mast cell deficient mice we showed that the expression of Th2 type cytokines Il-13 and Il-4 is significantly decreased in the absence of mast cells suggesting that mast cells are likely an early source of these Th2 cytokines in rCNT induced inflammation. This is also supported by Katwa *et al.* [41] that report MWCNT aspiration which actuates the extracellular release of Il-33 in lung tissue, leading to the activation of mast cells through the ST2 receptor and causing adverse pulmonary and cardiovascular responses. It has been previously reported that MWCNT induced Il-33 secretion from airway epithelia activating innate lymphoid cells and their release of Il-13 and Il-5 [21]. In order to evaluate the possible role of innate lymphoid cells in the present study we measured innate lymphoid cell 2 (ILC2) markers Il-25 and ROR-α [42] in both BAL cells and lung tissue, but found no up-regulation in their expression in response to rCNT treatment (data not shown). Therefore, we suggest that the early events of MWCNT-induced responses include the activation of mast cells by Il-33 derived from macrophages or non-immune lung cells [41]. However we cannot completely exclude the role of ILC2 as their functions and markers are to date not completely clear [43]. It is of interest that carbon materials, in this case carboxy-fullerenes, can also act as inhibitors of allergic reactions by affecting the mast cell function [44].

In summary, we demonstrate that inhalation of rigid rod-shaped CNT induces all the signs of allergic airway inflammation. Experiments with mast cell deficient mice demonstrated that mast cells mediate the rCNT induced pulmonary eosinophilia and the expression of Il-13. Exploration of the early events by transcriptomics analysis reveals that a 4 h exposure to rCNT causes dramatic up-regulation of genes involved in innate immunity and cytokine/chemokine pathways, which also explains the pulmonary inflammation seen after one-week exposure. Early pro-inflammatory cytokines as well as pro-allergic cytokines and chemokines are synthetized by rCNT-activated alveolar macrophages, while mast cells are likely an early source of rCNT induced Il-4 and Il-13.

Our results indicate that in addition to the previously described asbestos associated pathologies, inhalation of rod-like CNT is able to induce a novel innate immunity mediated allergic-like airway inflammation-like reaction. They also highlight marked dissimilarities in the ability of different CNT to impact health. These observations should be taken into account in the risk assessment as well as in safety and protection measures when exposure to CNT is possible. However more knowledge on the long term effects, clinical impacts and dose–response relationships is still needed to draw solid conclusions on the risks of CNT.

## Methods

### CNT and their characterization

The types of MWCNT used in the study included a sample of rod-like MWCNT (rCNT; Mitsui & Co., Ltd., Tokyo, Japan) that had straight, inflexible and rigid fibers, and a sample of tangled MWCNT (tCNT; Cheap Tubes, Inc., Brattleboro, VT, USA) which consisted of curved fibers. The morphology of the CNT was characterized by electron microscopy (Zeiss ULTRAPlus FEG-SEM, Carl Zeiss NTS GmbH, Oberkochen, Germany; Jeol JEM 2010 TEM, Jeol Ltd., Tokyo, Japan) and their composition was analyzed by X-ray energy dispersive spectroscope (EDS ThermoNoran Vantage, Thermo Scientific, Breda, The Netherlands) attached to Jeol JEM 2010 TEM. Elemental composition data were expressed as the average of three separate analyses. Physico-chemical characteristics of the materials are shown in Figure 6.

**Figure 6:**
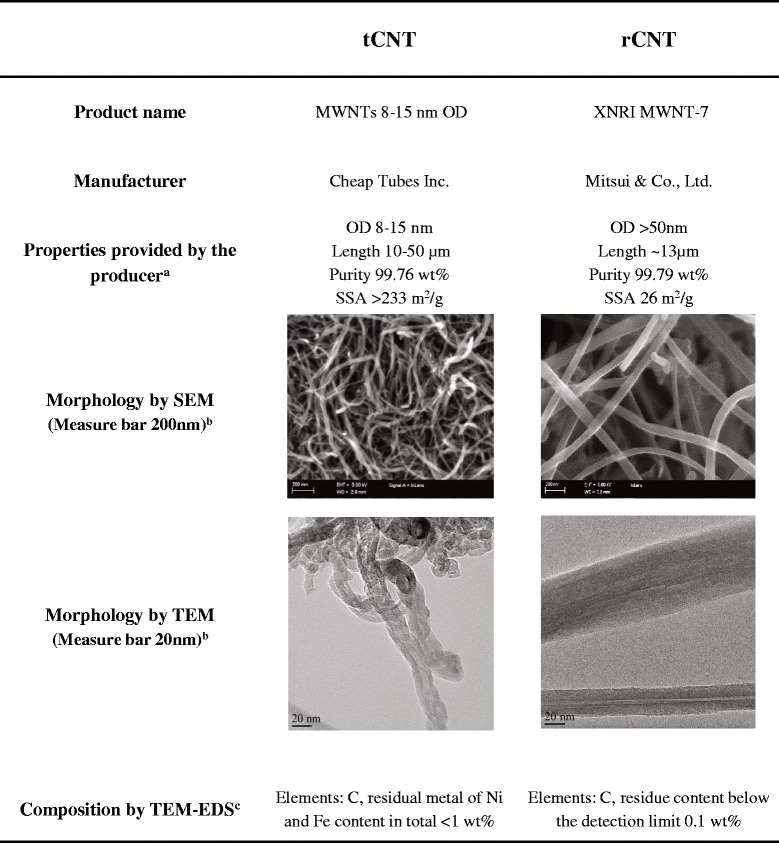
**Table of characteristics of the used multi-walled carbon nanotubes.** ^a^Size, purity and specific surface area are reported in the table, as provided by the vendor. ^b^Morphology of the materials is pictured by electron microscopy (SEM and TEM). ^c^Elemental composition shown is the average of three separate analyses. CNT, carbon nanotubes; EDS, energy dispersive X-ray spectroscopy; OD, outside diameter; SEM, scanning electron microscopy; SSA, specific surface area; TEM, transmission electron microscopy; wt%, weight percent.

### Assessment of bacterial lipopolysaccharide content

Levels of biologically active endotoxin in MWCNT were measured using a kinetic chromogenic Limulus amebocyte lysate assay (Kinetic QCL, Lonza, Walkersville, MD, USA) according to the instructions provided by the manufacturer. Endotoxin levels of the material samples were <0,022 EU/mg.

### Animals

Female C57BL/6, BALB/c and *Kit*^W-sh^/HNihrJaeBsmJ mice (7–8 weeks old) were purchased from Scanbur AB (Sollentuna, Sweden) and quarantined for one week. Mice were housed in groups of four in stainless steel cages bedded with aspen chip and were provided with standard mouse chow diet (Altromin no. 1314 FORTI, Altromin Spezialfutter GmbH & Co., Germany) and tap water *ad libitum* when not in exposure chamber. The environment of the animal room was carefully controlled, with a 12-h dark/light cycle, temperature of 20–21°C, and relative humidity of 40–45%. The experiments were performed in agreement with the European Convention for the Protection of Vertebrate Animals Used for Experimental and Other Scientific Purposes (Strasbourg March 18, 1986, adopted in Finland May 31, 1990). The study was approved by the Animal Experiment Board and the State Provincial Office of Southern Finland.

### Aerosol generation

MWCNT were aerosolized with a fluidized bed aerosol generator (FBAG; TSI Model 3400A [45]) for which the materials were used without any pre-treatment. In the generator, a chain transports CNT to the fluidizing bed where material agglomerates are mechanically broken by 200-μm bronze pellets and continuous air flow. To increase CNT feed to fluidizing bed, additional air flow was used. Since the density of CNT was very low, the material reservoir of the FBAG was not large enough to accommodate material for a whole 4-h exposure. Thus, the reservoir was filled after two hours from the beginning of each exposure. During the experiments, the pressure of the exposure chamber differed from the atmospheric pressure ±200 Pa. Pressure in the chamber was dependent on the experiment flow values and on the air intake, whether it was drawn from room trough HEPA filter or from the generator. Detailed scheme of the inhalation setup is provided in Additional file 9.

### Particle characterization

Aerosol concentrations were measured with an optical particle sizer (OPS, Grimm Dust Monitor 1.109). We used the instrument calibration refractive index and particle density of 2.6 g/cm^3^. In the Figure 7, the particle size is expressed in relative units and the concentration is shown in normalized units. Gravimetric samples were collected onto nitrocellulose filter (Millipore) and weighted on an analytical scale (RADWAG XA 110/Y; RADWAG Wagi Elektroniczne, Radom, Poland).

**Figure 7:**
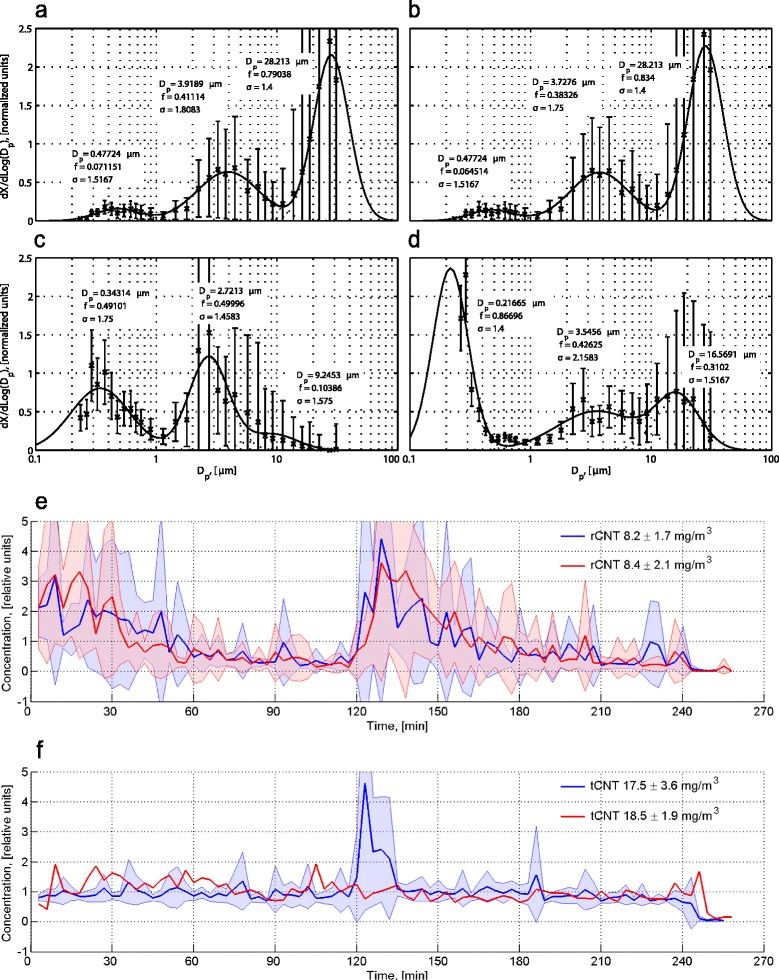
**Concentrations and size distributions of CNT aerosols. a**-**d**: normalized particle size distributions for rCNT experiments with the average concentration of 8.2 mg/m^3^ **(a)** and 8.4 mg/m^3^ **(b)**. Control material (tCNT), with the average particle concentration of 17.5 mg/m^3^ **(c)** and 18.5 mg/m^3^ **(d)**, was used to confirm that rCNT induced inflammatory reaction are truly rCNT-specific and biologically relevant. Parameters of individual log-normal fits: Dp, the mean diameter in relative units; f, the distribution frequency; σ, the geometric standard deviation. **e**,**f**: Particle concentration time series of two representative rCNT **(e)** and tCNT **(f)** experiments. Increase of the concentrations at 120 min is due to refilling of the FBAG reservoir. Bold lines represent means of four 4 h exposures performed on 4 consecutive days and colored areas present standard deviation (SD). In **f**, the red line represents a single 4 h experiment and hence SD is not shown.

### Experimental design

Mice were exposed to aerosolized rCNT or tCNT for 4 hours at a time once or on four consecutive days in a whole-body inhalation chamber. Aerosol mass concentrations used for individual experiments were within a range of 6.2-8.2 mg/m^3^ for rCNT and 17.5-18.5 mg/m^3^ for tCNT. There is still limited amount of information about the concentrations found on workplaces partly due to the challenge of measuring the amounts of airborne CNT. In studies by Erdely *et al.* and Dahm *et al.* [46,47] levels of CNT were found ranging from non-detectable to 1094 μg/m^3^. During CNT synthesis in general, concentrations are most likely in order of micrograms/m^3^ or less, but it is likely that exposure concentrations to large CNT granulates may be high (e.g. milligrams/m^3^) during post-processing of CNT powders. During the experiments, untreated control mice were housed in the same room with CNT-exposed animals. All mice were sacrificed by isoflurane overdose either immediately or 24 h after the exposure(s).

### Measurement of airway responsiveness

Airway responsiveness of BALB/c mice was measured on day 5 using a single chamber, whole-body plethysmograph system (Buxco, Troy, NY, USA) as described earlier [48]. Lung reactivity parameters were expressed as enhanced pause values (Penh). After measurement of lung responsiveness, mice were sacrificed using an overdose of isoflurane and samples were collected for analyses.

### Sample collection

The tracheas of mice were surgically exposed and cannulated with a blunt syringe for collecting the BAL. The lungs were lavaged with 800 μl of Dulbecco’s phosphate buffered saline (DPBS, Thermo Fisher Scientific Inc., Waltham, MA, USA) for 10 s. BAL sample was cytocentrifuged onto a slide, and the cells were stained with May Grünwald-Giemsa (MGG) stain. The remaining cell suspension was centrifuged, supernatant was removed and the cells were fixed in 1:1 ethanol-DPBS mixture. The thoraxes were then opened, and half of the left pulmonary lobe was removed, quick-frozen and stored at −70°C for RNA isolation. The rest of the lung tissue was formalin-fixed, embedded in paraffin, cut, affixed on slides, and stained with hematoxylin and eosin (H&E), PAS and picrosirius red (PSR) solutions.

### BAL cell counts

MGG-stained BAL cells were counted from three high-power fields under light microscope (Leica DM 4000B; Leica, Wetzlar, Germany).

### Histology

Recruitment of inflammatory cells into the lungs and morphological alterations of the tissue were assessed after H&E staining. Lung sections stained with PSR solution were used to evaluate formation of fibrosis but also distribution of CNT within lungs since black fibers were easily detectable on the light background (Figure 1e). The number of mucus-producing cells was determined after PAS-staining from three bronchi per mouse in control group and six bronchi per mouse in treatment groups by counting PAS^+^ cells from 200 μm of bronchus surface under light microscope.

### mRNA expression of cytokines and chemokines in lungs tissue

Lung samples were placed into Lysing matrix D tubes (MP Biomedicals, Illkirch, France) containing 1 ml of TRIsure reagent (Bioline Reagents Ltd., London, UK) and homogenized in a FastPrep FP120 machine (BIO 101, Thermo Savant, Waltham, MA, USA). The RNA extraction was performed following instructions provided by Bioline Reagents. The quantity and purity of isolated RNA was determined by NanoDrop spectrophotometer (ND-1000, Thermo Fisher Scientific Inc., Wilmington, NC, USA). Complementary DNA (cDNA) was synthesized from 500 ng of total RNA in a 25 μl reaction using MultiScribe Reverse Transcriptase and random primers (The High-Capacity cDNA Archive Kit, Applied Biosystems, Foster City, CA, USA) according to the manufacturer’s protocol. The synthesis was performed in a 2720 Thermal Cycler (Applied Biosystems, Carlsbad, CA, USA) starting at 25°C for 10 minutes and continuing at 37°C for 120 minutes. Primers and probes (18S ribosomal RNA, Ccl2, Ccl7, Ccl11, Ccl17, Ccl24, Cxcl5, Ifn-γ, Il-1β, Il-5, Il-13, Il-33, Tnf-α) for real-time quantitative polymerase chain reaction (PCR) analysis were ordered as pre-developed assay reagents from Applied Biosystems. The PCR assays were performed in 96-well optical reaction plates with Relative Quantification 7500 Fast System (7500 Fast Real-Time PCR system, Applied Biosystems) by the manufacturer’s instructions. Amplifications were done in 11 μl reaction volume containing TaqMan universal PCR master mix and primers provided by Applied Biosystems and 1 μl of cDNA sample. Ribosomal 18S was used as an endogenous control.

### DNA microarrays

The microarray data have been deposited in NCBI Gene Expression Omnibus (GEO) database [49] and are accessible through GEO Series accession number GSE50176 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50176). Total RNA samples isolated from lung tissue as described above were quantified by NanoDrop and the quality was verified by Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Independent pools of two RNA samples each (total of 600 ng) were labeled using T7 RNA polymerase amplification method (Low Input Quick Amp Labeling Kit, Agilent Technologies), according to the instructions of the manufacturer. cRNAs were then labeled with Cy3 and Cy5 dyes (Agilent Technologies) and hybridized to the Agilent 2-color 60-mer oligo arrays (Agilent SurePrint G3 Mouse GE 8x60K). The slides were washed and scanned with Agilent Microarray Scanner G2505C (Agilent Technologies) and the raw intensity values were obtained with the Feature Extraction software, version 11.0.1.1 (Agilent Technologies). Raw data was quality checked according to the Agilent standard procedures. The median foreground intensities were imported into the R software version 3.0.0 (http://cran.r-project.org) [50] and analyzed with the BioConductor package limma [51]. Log2 transformation and quantile normalization was performed on the single channel data separately, similarly for instance to [52-54] and according to the suggestions by Smyth and Altman [55]. Background correction was not carried out, as suggested by Zahurak et al. [56]. Subsequently the batch effect derived from the labeling was removed using the ComBat method [57] implemented in the sva package [58,59]. The values of the probes recognizing the same NCBI Entrez Gene Ids [60] were further averaged into the final expression matrix. Differentially expressed genes were identified by using linear models and empirical Bayes pairwise comparisons (post hoc adjusted P < 0.01 and linear FC > |1.5|) [61]. The resulting gene sets after Benjamini and Hochberg post hoc correction [57] were considered to be significant and were further studied by the DAVID version 6.7 annotation tool [62] with the default parameters.

### Statistical analysis of cell counts, mRNA levels and AHR

Graphs were constructed and data were analyzed using GraphPad Prism 5 Software (GraphPad Software Inc., San Diego, CA, USA). For all statistical analysis we first performed analysis of variance using one-way ANOVA and when the ANOVA was positive we performed post-testing. An unpaired t-test or Mann–Whitney U-test was used to compare the differences between the groups. A P-value of <0.05 was considered to be statistically significant.

## Additional files

Additional file 1:
**Cellular infiltration in BAL and cytokine/chemokine expression in the lung tissue of rCNT exposed BALB/c mice.** BALB/c mice were exposed to rCNT for 4 h/day on 4 consecutive days and sacrificed on day 5 after BUXCO-measurements. The figure shows (a) cellular infiltration in BAL and (b) proinflammatory cytokine Tnf-α and Il-6 expression in the lung tissue. (c) Th2 cytokine Il-13 and chemokines Ccl11, Ccl17 expression. As can be seen from the figure, in addition to AHR, there are also other strain-specific differences between C57BL/6 and BALB/c described in more detail by e.g. Gueders MM. *et al.* [63] and Watanabe H. *et al.* [64]. mRNA expression levels in b-c are presented as fold changes relative to untreated control mice (n = 5-8). ****P* < 0.001. C, untreated control group; HPF, high power field; rCNT, rod-like multi-walled carbon nanotubes. Additional file 2:
**Recruitment of lymphocytes and expression of** **eosinophil-chemoattractants** **is not regulated by mast cells.** Wild type (WT) C57BL/6 mice and mast cell deficient *Kit* ^W-sh^ mice were exposed to rCNT for 4 h/day on 4 consecutive days and were sacrificed on the following day. a: the number of lymphocytes in BAL. b: mRNA expression levels of eosinophil-attracting chemokines Ccl11, Ccl24 and Ccl17 in lung tissue measured by qRT-PCR. The values indicate fold changes compared with control mice of the corresponding strain (n = 7-9). **P* < 0.05; ***P* < 0.01; ****P* < 0.001. rCNT, rod-like multi-walled carbon nanotubes. Additional file 3:
**Tables of lists of the differentially expressed genes from the microarray experiment.** The tables with the differentially expressed genes in each of the relevant pairwise comparisons are reported in each sheet of the Microsoft Excel archive, named accordingly. 

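The sheet for tCNT at 4 h lists 531 genes, of which 489 were among the genes tested here. Of these, 470 (96.1%) were called here, all in the direction of the sheet, and the other 19 had the same sign without being called. Over the tested genes the log2 fold changes correlated at r = 0.994, with a median absolute difference of 0.0225. Another 48 genes were called here and are not in the sheet. Of the 2903 genes of the sheet for tCNT at 24 h, 845 were in the part of the file used here. The sheet for rCNT at 4 h was not used.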

In each table, the significantly differentially expressed genes (Benjamini and Hochberg *post hoc* corrected p-value < 0.01 and absolute log2 fold change > 0.58) are ordered according to the decreasing log2 fold change. The NCBI Entrez Gene IDs, gene info and gene symbols are shown. Additionally, for each significant gene, the average expression across the microarray samples, the t-test value, the nominal p-value, the adjusted p-value and the B value are also reported. Additional file 4:
**rCNT exposure causes changes in the number of significant genes at the early stage after exposure.** a: column chart representing the number of up and down regulated genes after 4 h exposure, either sacrificed immediately or the following day. The number of differentially expressed, significant genes (Fold Change > |1.5|, *post-hoc* adjusted*P*-0.01) is highest with rCNT after 4 h (>3000 genes). The amount is already decreasing after 24 h, while the number of expressed genes is on the contrary increasing by time (4 h → 24 h) when exposed to tCNT. b: heatmap indicating the different expression patterns between the rod-like and tangled CNT at 4 h time point, denoting the clear difference between the gene expression patterns after exposure. c: same pattern can be observed on a heatmap showing the differentially expressed genes after 4 h exposure when sacrificed on the following day, separating clearly the rCNT and tCNT from each other. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes. Additional file 5:
**Direct comparison of the transcriptome of rCNT and tCNT exposed mice.** Pathway bubble plot revealed that innate immunity pathways and chemokine-cytokine signaling pathways were significantly more expressed after exposure to rCNT, whereas lysosomal activity and carbohydrate metabolism pathways were induced by exposure to tCNT. The diameter of each circle represents the number of genes annotated in each pathway (legend “count”). Blue color refers to tCNT-induced pathways and brown color to rCNT-induced pathways. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes. Additional file 6:
**qRT-PCR validation of mRNA microarray results.** On the basis of the mRNA microarray results, four genes were selected for validation by qRT-PCR taking into account their biological relevance for allergic asthma. The microarray measurements were considered valid if the expression was concordant with microarray and qRT-PCR p-value was <0,05. qRT-PCR results confirmed significant upregulation of eosinophil-attracting chemokines Ccl11 and Ccl24, monocyte-recruiting chemokine Ccl2 and neutrophil-chemoattractant Cxcl5 in lungs of rCNT-treated mice compared with tCNT-exposed mice at both time points. mRNA expression levels are presented as fold changes relative to untreated control mice (n = 4-8). **P* < 0.05; ***P* < 0.01; ****P* < 0.001. C, untreated control group. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes. Additional file 7:
**During the early stages of inflammation, rCNT stimulate the expression of** **RIG-I-regulated chemokines Ccl2 and Ccl7 in alveolar macrophages.** a, b: C57BL/6 mice were exposed to rCNT for 4 h and sacrificed either immediately or on the following day. RIG-I-regulated chemokines Ccl2 and Ccl7 were significantly expressed at the RNA level in BAL cells (a) and in lung tissue (b) already after 4-h exposure and the expression levels rose even higher by the following day. These data indicate that alveolar macrophages as well as resident lung cells are early source of these chemokines. mRNA expression levels are presented as fold changes compared to untreated control mice (n = 8). **P* < 0.05; ***P* < 0.01; ****P* < 0.001. rCNT, rod-like multi-walled carbon nanotubes. Additional file 8:
**In the early phase of inflammation, mast cells are not the only cell type leading to T helper (Th2) differentiation and eosinophil recruitment in lungs.** Mast cell deficient *Kit* ^W-sh^ mice and their wild type (WT) C57BL/6 control mice and were exposed to rCNT for 4 h and were sacrificed on the following day. a: expression of Il-33 and Il-5 cytokines at the mRNA level in the lungs of rod-like CNT (rCNT)-exposed mice did not differ significantly in *Kit* ^W-sh^ mice compared with WT mice. b: similarly, mRNA expression of Ccl11, Ccl24 and Ccl17 was not dependent on the presence of mast cells. The values represent fold changes compared with control mice of the corresponding strain (n = 7-9). ***P* < 0.01; ****P* < 0.001. rCNT, rod-like multi-walled carbon nanotubes. Additional file 9:
**Scheme of the inhalation system for exposing mice to carbon nanotubes with essential parameters and typical flow values.** In the fluidized bed aerosol generator (FBAG), CNTs are transported to the fluidizing bed with a chain where bronze pellets together with air flow (*Q*_*BF*_) mechanically break material agglomerates. CNT feed to fluidizing bed is enhanced with additional air flow (*Q*_*T*_). Thereafter, aerosolized CNT are directed to whole-body inhalation exposure camber.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 1: — Cellular infiltration in BAL and cytokine/chemokine expression in the lung tissue of rCNT exposed BALB/c mice. BALB/c mice were exposed to rCNT for 4 h/day on 4 consecutive days and sacrificed on day 5 after BUXCO-measurements. The figure shows (a) cellular infiltration in BAL and (b) proinflammatory cytokine Tnf-α and Il-6 expression in the lung tissue. (c) Th2 cytokine Il-13 and chemokines Ccl11, Ccl17 expression. As can be seen from the figure, in addition to AHR, there are also other strain-specific differences between C57BL/6 and BALB/c described in more detail by e.g. Gueders MM. et al. [63] and Watanabe H. et al. [64]. mRNA expression levels in b-c are presented as fold changes relative to untreated control mice (n = 5-8). ***P < 0.001. C, untreated control group; HPF, high power field; rCNT, rod-like multi-walled carbon nanotubes.

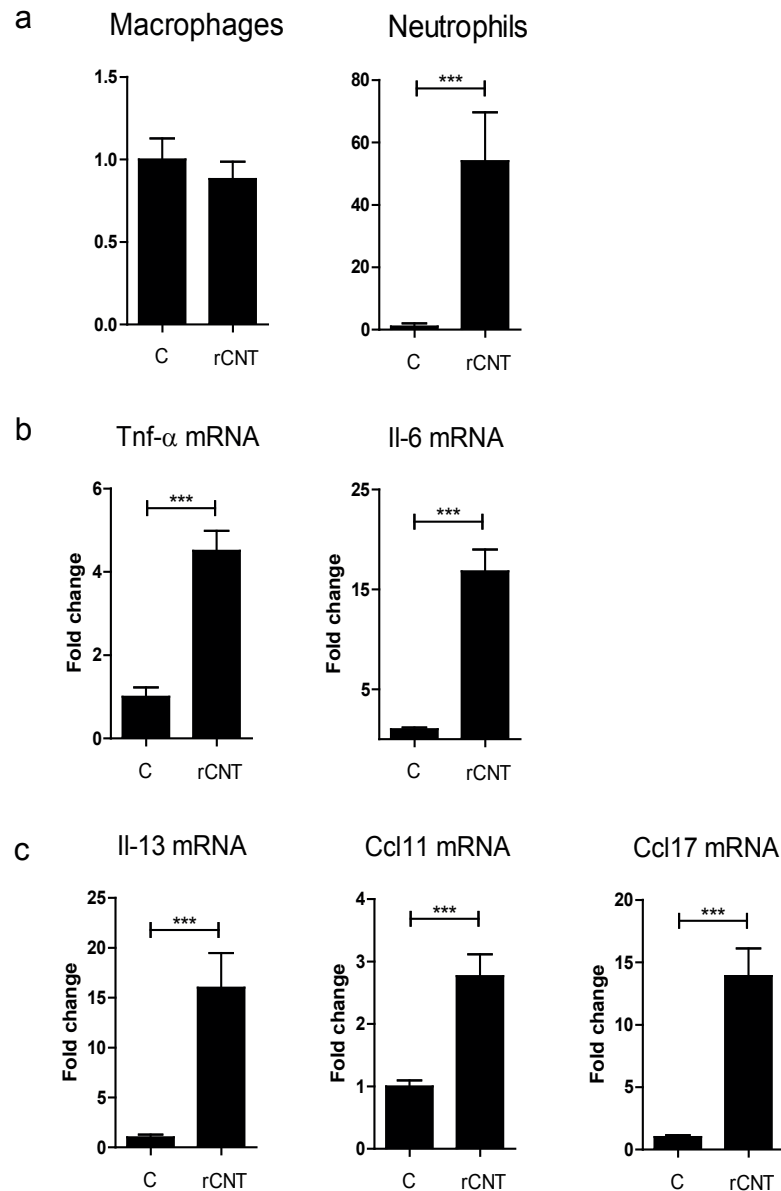

Additional file 1. Cellular infiltration in BAL and cytokine/chemokine expression in the lung tissue of rCNT exposed BALB/c mice.

BALB/c mice were exposed to rCNT for 4 h/day on 4 consecutive days and sacrificed on day 5 after BUXCO-measurements. The figure shows **(a)** cellular infiltration in BAL and **(b)** proinflammatory cytokine Tnf- α and Il-6 expression in the lung tissue. **(c)** Th2 cytokine Il-13 and chemokines Ccl11, Ccl17 expression. As can be seen from the figure, in addition to AHR, there are also other strain-specific differences between C57BL/6 and BALB/c described in more detail by e.g. Gueders MM. *et al.* 2009 and Watanabe H. *et al.* 2004. mRNA expression levels in **b-c** are presented as fold changes relative to untreated control mice (n=5-8). *** $P < 0.001$. C, untreated control group; HPF, high power field; rCNT, rod-like multi-walled carbon nanotubes.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 2: — Recruitment of lymphocytes and expression of eosinophil-chemoattractants is not regulated by mast cells. Wild type (WT) C57BL/6 mice and mast cell deficient Kit W-sh mice were exposed to rCNT for 4 h/day on 4 consecutive days and were sacrificed on the following day. a: the number of lymphocytes in BAL. b: mRNA expression levels of eosinophil-attracting chemokines Ccl11, Ccl24 and Ccl17 in lung tissue measured by qRT-PCR. The values indicate fold changes compared with control mice of the corresponding strain (n = 7-9). *P < 0.05; **P < 0.01; ***P < 0.001. rCNT, rod-like multi-walled carbon nanotubes.

a

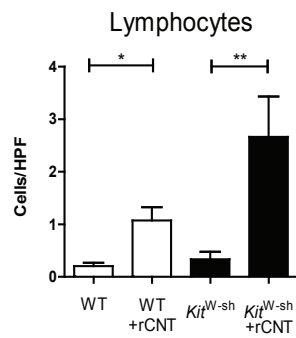

b

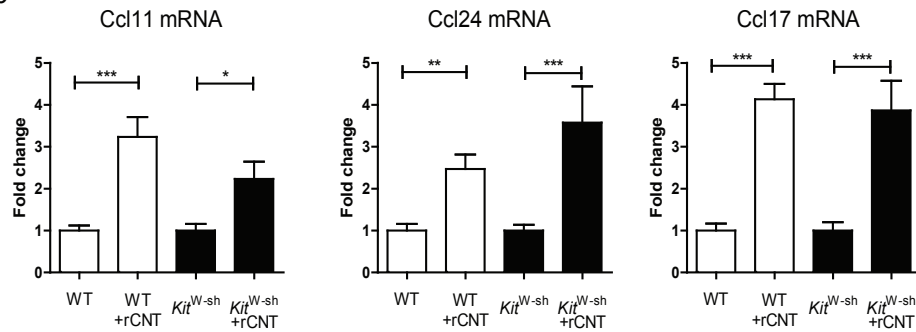

Additional file 2. Recruitment of lymphocytes and expression of eosinophil-chemoattractants is not regulated by mast cells.

Wild type (WT) C57BL/6 mice and mast cell deficient *Kit*^{W-sh} mice were exposed to rCNT for 4h/day on 4 consecutive days and were sacrificed on the following day. **a:** the number of lymphocytes in BAL. **b:** mRNA expression levels of eosinophil-attracting chemokines Ccl11, Ccl24 and Ccl17 in lung tissue measured by qRT-PCR. The values indicate fold changes compared with control mice of the corresponding strain (n=7-9). *P<0.05; **P<0.01; ***P<0.001. rCNT, rod-like carbon nanotubes.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 4: — rCNT exposure causes changes in the number of significant genes at the early stage after exposure. a: column chart representing the number of up and down regulated genes after 4 h exposure, either sacrificed immediately or the following day. The number of differentially expressed, significant genes (Fold Change > |1.5|, post-hoc adjustedP-0.01) is highest with rCNT after 4 h (>3000 genes). The amount is already decreasing after 24 h, while the number of expressed genes is on the contrary increasing by time (4 h → 24 h) when exposed to tCNT. b: heatmap indicating the different expression patterns between the rod-like and tangled CNT at 4 h time point, denoting the clear difference between the gene expression patterns after exposure. c: same pattern can be observed on a heatmap showing the differentially expressed genes after 4 h exposure when sacrificed on the following day, separating clearly the rCNT and tCNT from each other. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes.

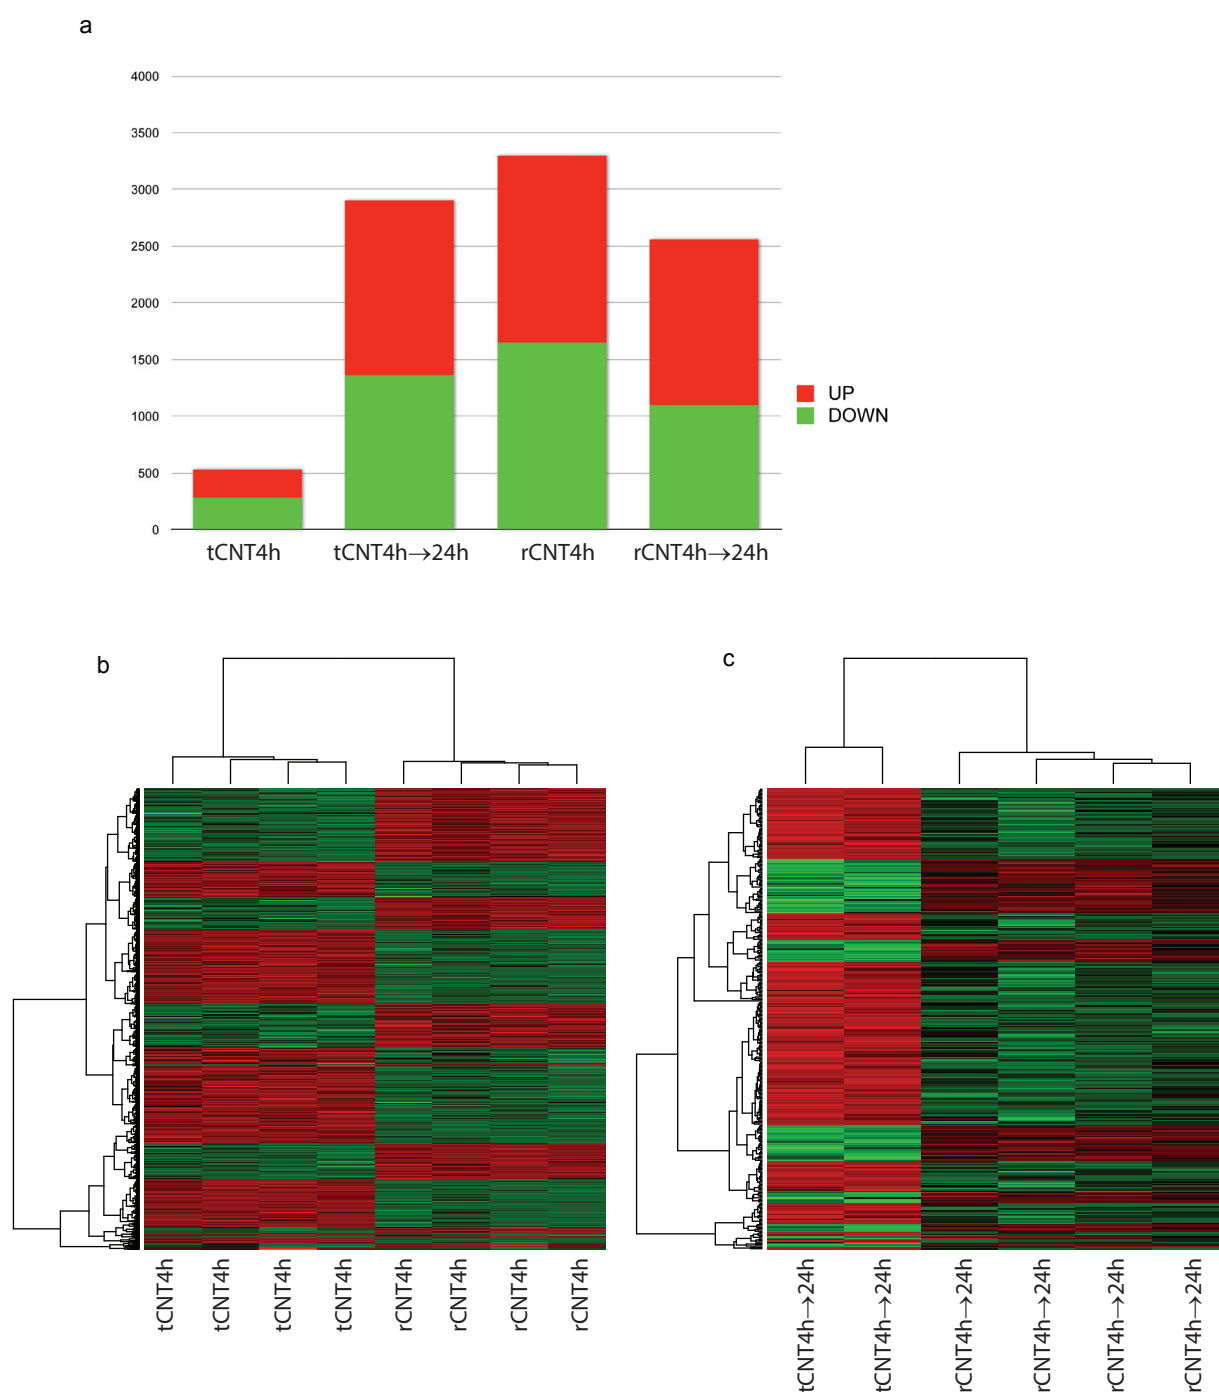

Additional file 4. rCNT exposure causes changes in the number of significant genes at the early stage after exposure.

a: column chart representing the number of up and down regulated genes after 4 h exposure, either sacrificed immediately or the following day. The number of differentially expressed, significant genes (Fold Change $>|1.5|$, *post-hoc* adjusted $P < 0.01$) is highest with rCNT after 4 h (>3000 genes). The amount is already decreasing after 24 h, while the number of expressed genes is on the contrary increasing by time (4h $\rightarrow$ 24h) when exposed to tCNT. **b:** heatmap indicating the different expression patterns between the rod-like and tangled CNT at 4 h time point, denoting the clear difference between the gene expression patterns after exposure. **c:** same pattern can be observed on a heatmap showing the differentially expressed genes after 4 h exposure when sacrificed on the following day, separating clearly the rCNT and tCNT from each other. rCNT, rod-like carbon nanotubes; tCNT, tangled carbon nanotubes.

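At 24 h after rCNT, type 2 genes were higher than in untreated lung (4 pools against 4). Clca1 rose by a log2 fold change of 6.42 (SE 0.43, adjusted p = 4.2e-10 from limma), Retnla by 3.93 (SE 0.16, adjusted p = 4.8e-13), Slc26a4 by 3.09 (SE 0.12, adjusted p = 5.7e-13), Fbp1 by 2.97 (SE 0.09, adjusted p = 2.5e-14) and Ccl17 by 2.29 (SE 0.12, adjusted p = 1.4e-11). Of the 28 type 2 genes 14 rose and 1 fell (median 0.59, within slides 0.53 and 0.63, 0.90 with the processed signal, adjusted p = 2.2e-07 by camera and 1.5e-06 with an estimated correlation). Saa3 (2.83, SE 0.11, adjusted p = 2.9e-13) was 1 of 8 acute phase proteins higher (median 0.47, within slides 0.42 and 0.58, 0.90 with the processed signal, adjusted p = 3.0e-06 by camera and 0.00590 with an estimated correlation). Cxcl1 (1.96, SE 0.09, adjusted p = 2.8e-12) and the monocyte and eosinophil attractant Ccl8 (1.48, SE 0.15, adjusted p = 1.3e-07) were 2 of 11 chemokine ligands higher, with 2 lower (median 0.29, within slides 0.21 and 0.39, 0.68 with the processed signal, adjusted p = 0.00318 by camera and 0.229 with an estimated correlation).

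Nuclear RNAs and ciliated cell genes were higher in the same pools, which carry another title code than the untreated pools. The nuclear RNAs were listed to check RNA quality, when Neat1 had been seen in the paper's tables. Without Neat1, a setting chosen after seeing the data, their median was 0.92 (adjusted p = 7.0e-06 by camera). Neat1 rose by 4.21 (SE 0.10, adjusted p = 5.1e-15) with 6 more nuclear and small RNAs (median 1.16, within slides 1.15 and 1.19, adjusted p = 5.1e-07 by camera and 1.8e-05 with an estimated correlation), and Ccdc39 by 1.85 (SE 0.08, adjusted p = 9.2e-13) with 8 more ciliated cell genes (median 0.87, within slides 0.90 and 0.85, adjusted p = 1.1e-06 by camera and 0.00855 with an estimated correlation). Of the glucocorticoid response genes 11 were higher (median 0.65, within slides 0.66 and 0.80, adjusted p = 0.000197 by camera and 0.208 with an estimated correlation). Without those seen in the paper's tables, a setting chosen after seeing the data, the list did not pass (median 0.19, adjusted p = 0.0893 by camera). Counts over each list alone were the same.

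The genes called in rCNT at 24 h numbered 2360, 1274 higher and 1086 lower, but 1116 higher and 1459 lower when scaled to the 75th percentile. They were 2400 within slide 1, 2016 within slide 2 (1 pool against 1) and 2343 with slide as a block. Of the genes called in rCNT and tCNT at 24 h and in rCNT at 4 h, but not in tCNT at 4 h, there were 1303. rCNT and tCNT at 24 h alone shared 245, rCNT at both times alone 274, and rCNT at 4 h and tCNT at 24 h alone 411, against 159 for rCNT and tCNT at 4 h alone. A pool of rCNT at 24 h differed from an untreated pool by a distance 35.1 above that within groups (exact permutation p = 0.0286, the smallest of 35 splits).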

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 5: — Direct comparison of the transcriptome of rCNT and tCNT exposed mice. Pathway bubble plot revealed that innate immunity pathways and chemokine-cytokine signaling pathways were significantly more expressed after exposure to rCNT, whereas lysosomal activity and carbohydrate metabolism pathways were induced by exposure to tCNT. The diameter of each circle represents the number of genes annotated in each pathway (legend “count”). Blue color refers to tCNT-induced pathways and brown color to rCNT-induced pathways. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes.

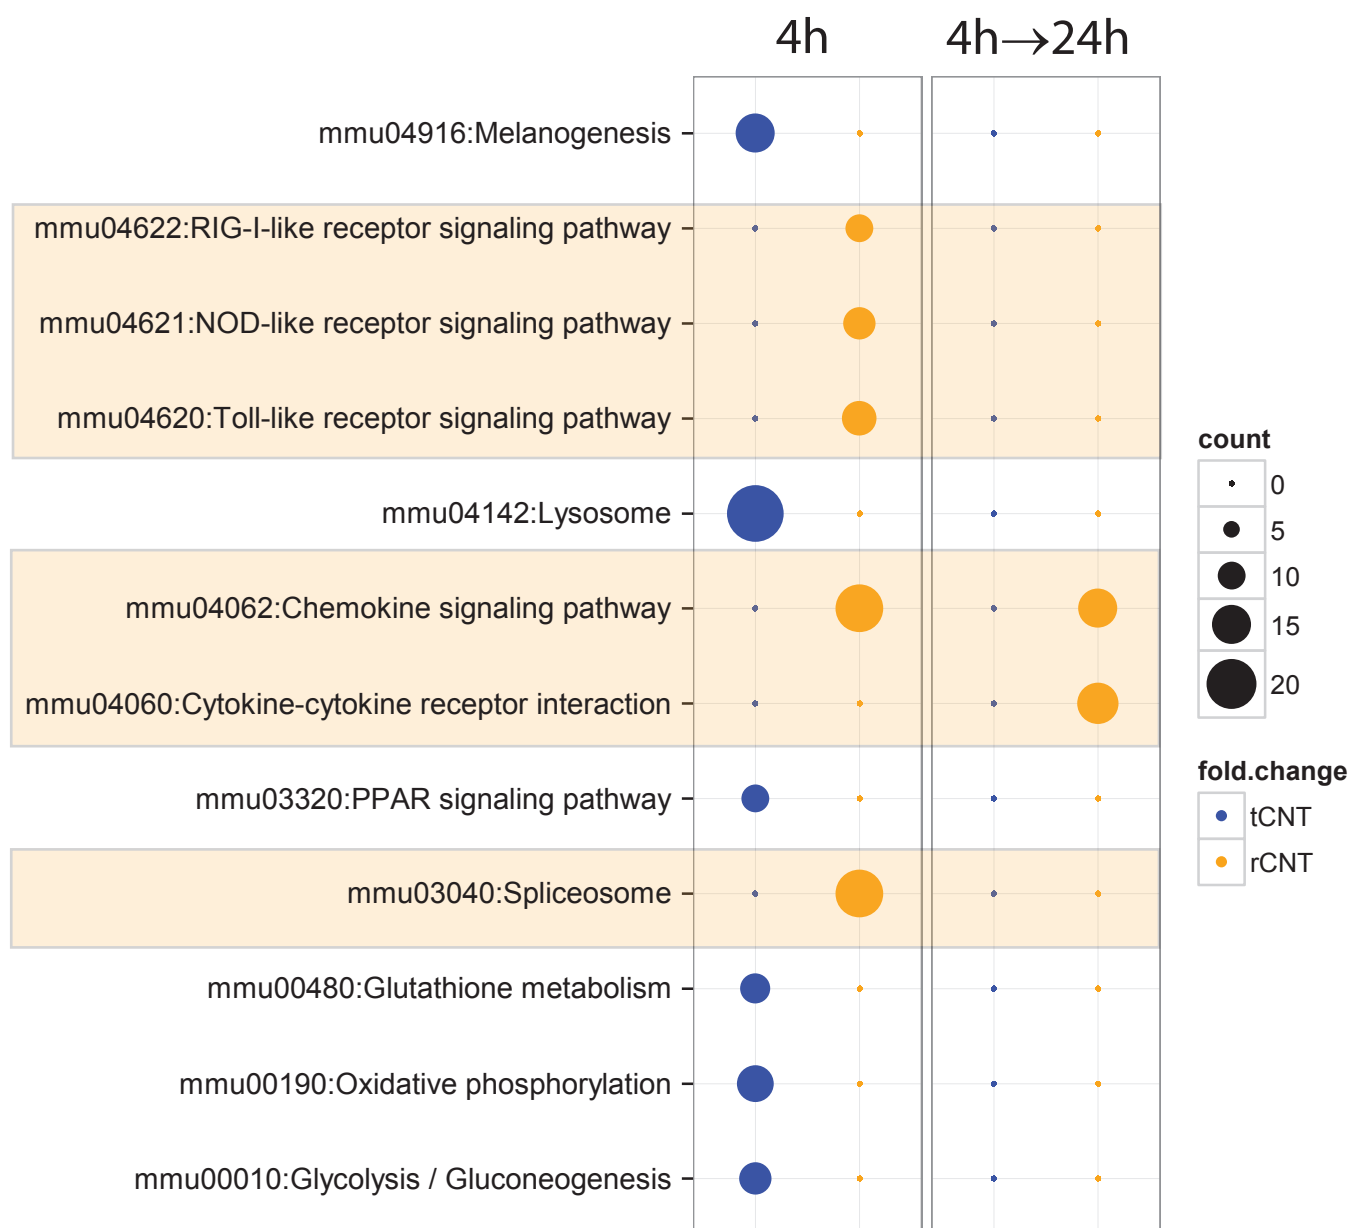

Additional file 5. Direct comparison of the transcriptome of rCNT and tCNT exposed mice.

Pathway bubble plot revealed that innate immunity pathways and chemokine-cytokine signaling pathways were significantly more expressed after exposure to rCNT, whereas lysosomal activity and carbohydrate metabolism pathways were induced by exposure to tCNT. The diameter of each circle represents the number of genes annotated in each pathway (legend “count”). Blue color refers to tCNT-induced pathways and brown color to rCNT-induced pathways. rCNT, rod-like carbon nanotubes; tCNT, tangled carbon nanotubes.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 6: — qRT-PCR validation of mRNA microarray results. On the basis of the mRNA microarray results, four genes were selected for validation by qRT-PCR taking into account their biological relevance for allergic asthma. The microarray measurements were considered valid if the expression was concordant with microarray and qRT-PCR p-value was <0,05. qRT-PCR results confirmed significant upregulation of eosinophil-attracting chemokines Ccl11 and Ccl24, monocyte-recruiting chemokine Ccl2 and neutrophil-chemoattractant Cxcl5 in lungs of rCNT-treated mice compared with tCNT-exposed mice at both time points. mRNA expression levels are presented as fold changes relative to untreated control mice (n = 4-8). *P < 0.05; **P < 0.01; ***P < 0.001. C, untreated control group. rCNT, rod-like multi-walled carbon nanotubes; tCNT, tangled multi-walled carbon nanotubes.

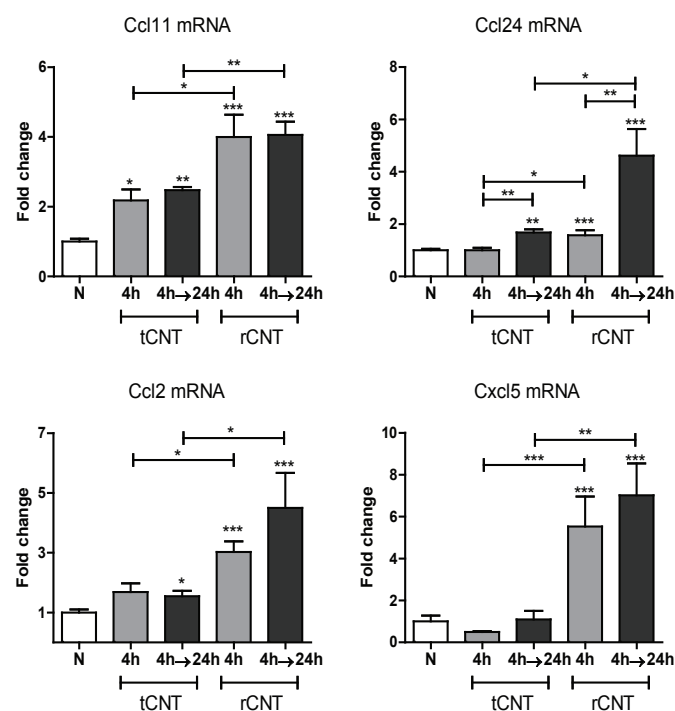

Additional file 6. qRT-PCR validation of mRNA microarray results.

On the basis of the mRNA microarray results, four genes were selected for validation by qRT-PCR taking into account their biological relevance for allergic asthma. The microarray measurements were considered valid if the expression was concordant with microarray and qRT-PCR p -value was <0.05 . qRT-PCR results confirmed significant upregulation of eosinophil-attracting chemokines Ccl11 and Ccl24, monocyte-recruiting chemokine Ccl2 and neutrophil-chemoattractant Cxcl5 in lungs of rCNT-treated mice compared with tCNT-exposed mice at both time points. mRNA expression levels are presented as fold changes relative to untreated control mice ($n=4-8$). * $P<0.05$; ** $P<0.01$; *** $P<0.001$. C, untreated control group. rCNT, rod-like carbon nanotubes; tCNT, tangled carbon nanotubes.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 7: — During the early stages of inflammation, rCNT stimulate the expression of RIG-I-regulated chemokines Ccl2 and Ccl7 in alveolar macrophages. a, b: C57BL/6 mice were exposed to rCNT for 4 h and sacrificed either immediately or on the following day. RIG-I-regulated chemokines Ccl2 and Ccl7 were significantly expressed at the RNA level in BAL cells (a) and in lung tissue (b) already after 4-h exposure and the expression levels rose even higher by the following day. These data indicate that alveolar macrophages as well as resident lung cells are early source of these chemokines. mRNA expression levels are presented as fold changes compared to untreated control mice (n = 8). *P < 0.05; **P < 0.01; ***P < 0.001. rCNT, rod-like multi-walled carbon nanotubes.

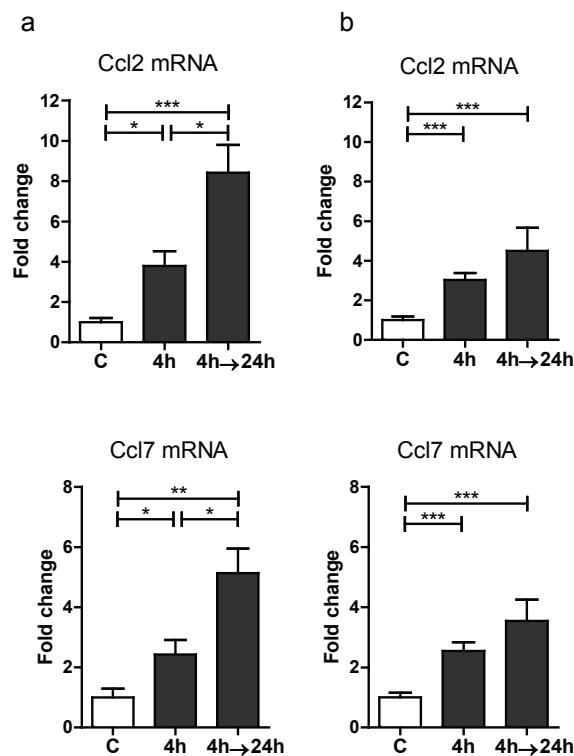

Additional file 7. During the early stages of inflammation, rCNT stimulate the expression of RIG-I-regulated chemokines Ccl2 and Ccl7 in alveolar macrophages.

a, b: C57BL/6 mice were exposed to rCNT for 4h and sacrificed either immediately or on the following day. RIG-I-regulated chemokines Ccl2 and Ccl7 were significantly expressed at the RNA level in BAL cells (**a**) and in lung tissue (**b**) already after 4-h exposure and the expression levels rose even higher by the following day. These data indicate that alveolar macrophages as well as resident lung cells are early source of these chemokines. mRNA expression levels are presented as fold changes compared to untreated control mice (n=8). * $P < 0.05$; ** $P < 0.01$; *** $P < 0.001$.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 8: — In the early phase of inflammation, mast cells are not the only cell type leading to T helper (Th2) differentiation and eosinophil recruitment in lungs. Mast cell deficient Kit W-sh mice and their wild type (WT) C57BL/6 control mice and were exposed to rCNT for 4 h and were sacrificed on the following day. a: expression of Il-33 and Il-5 cytokines at the mRNA level in the lungs of rod-like CNT (rCNT)-exposed mice did not differ significantly in Kit W-sh mice compared with WT mice. b: similarly, mRNA expression of Ccl11, Ccl24 and Ccl17 was not dependent on the presence of mast cells. The values represent fold changes compared with control mice of the corresponding strain (n = 7-9). **P < 0.01; ***P < 0.001. rCNT, rod-like multi-walled carbon nanotubes.

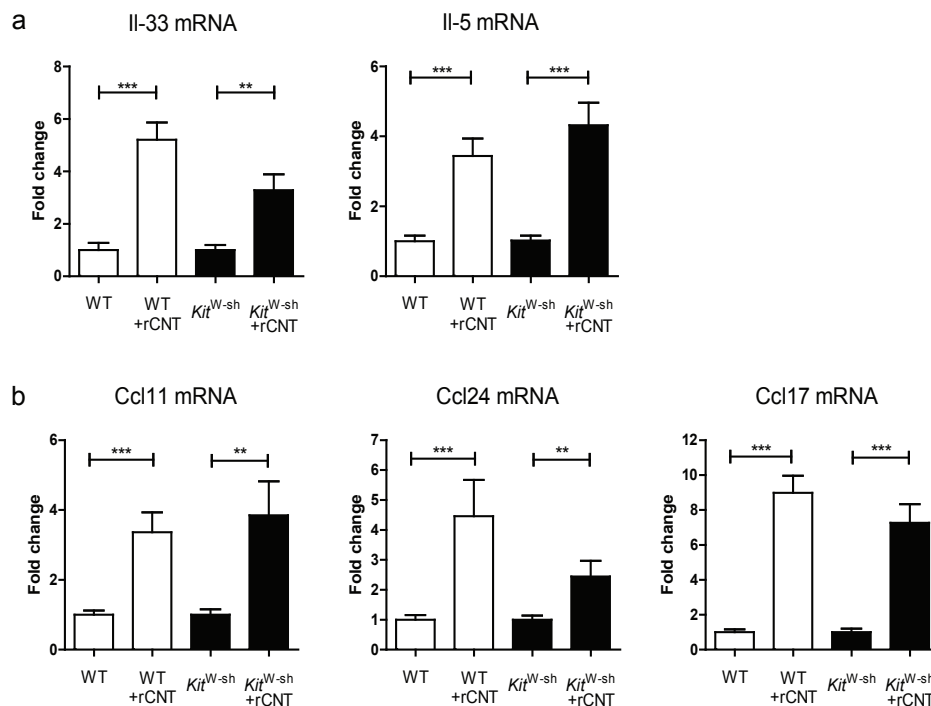

Additional file 8. In the early phase of inflammation, mast cells are not the only cell type leading to eosinophil recruitment in lungs.

Mast cell deficient *Kit*^{W-sh} mice and their wild type (WT) C57BL/6 control mice and were exposed to rCNT for 4h and were sacrificed on the following day. **a**: expression of Il-33 and Il-5 cytokines at the mRNA level in the lungs of rod-like CNT (rCNT)-exposed mice did not differ significantly in *Kit*^{W-sh} mice compared with WT mice. **b**: similarly, mRNA expression of Ccl11, Ccl24 and Ccl17 was not dependent on the presence of mast cells. The values represent fold changes compared with control mice of the corresponding strain (n=7-9). **P<0.01; ***P<0.001. rCNT, rod-like carbon nanotubes.

# Supplementary material for: Inhalation of rod-like carbon nanotubes causes unconventional allergic airway inflammation
**Source:** Part Fibre Toxicol. 2014 Oct 16;11:48. doi: 10.1186/s12989-014-0048-2
**Supplement:** Additional file 9: — Scheme of the inhalation system for exposing mice to carbon nanotubes with essential parameters and typical flow values. In the fluidized bed aerosol generator (FBAG), CNTs are transported to the fluidizing bed with a chain where bronze pellets together with air flow (Q BF) mechanically break material agglomerates. CNT feed to fluidizing bed is enhanced with additional air flow (Q T). Thereafter, aerosolized CNT are directed to whole-body inhalation exposure camber.

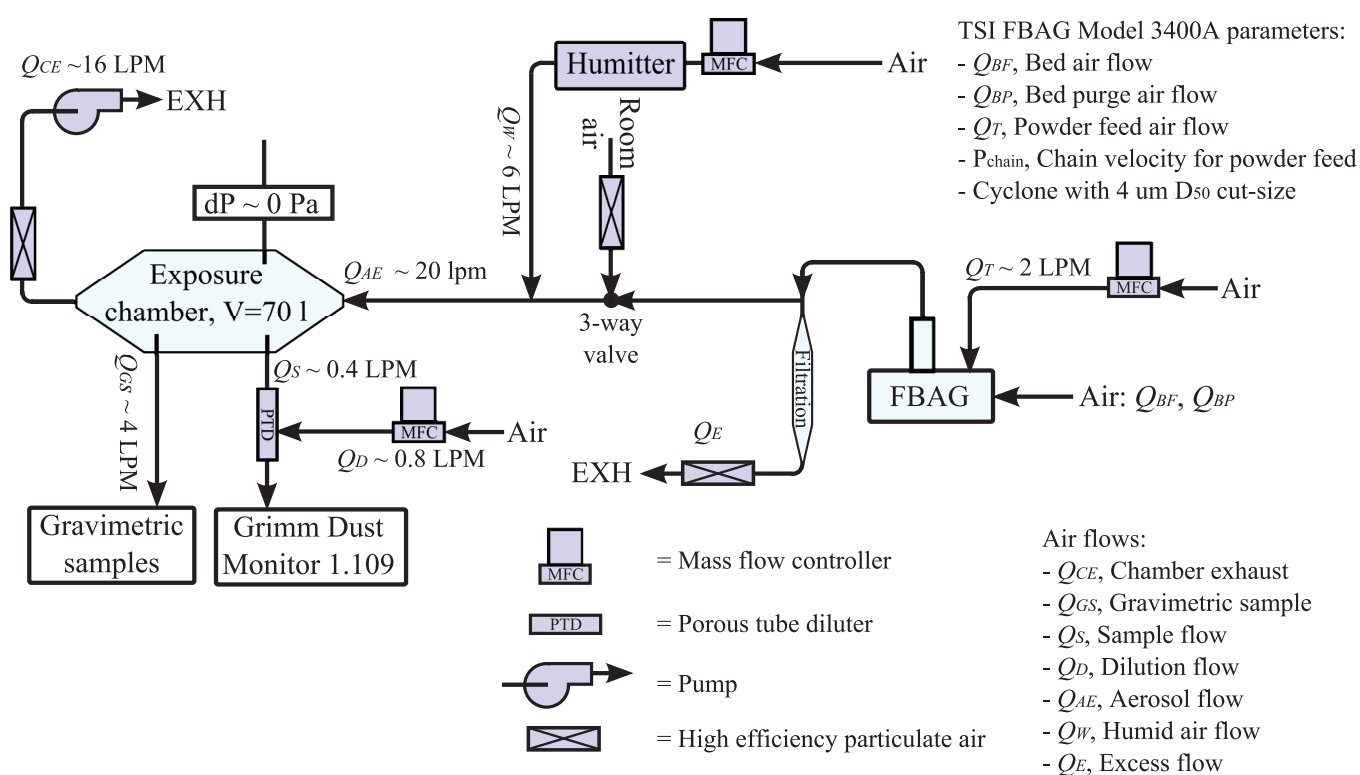

Additional file 9. Scheme of the inhalation system for exposing mice to carbon nanotubes with essential parameters and typical flow values.

In the fluidized bed aerosol generator (FBAG), CNTs are transported to the fluidizing bed with a chain where bronze pellets together with air flow (Q_{BF}) mechanically break material agglomerates. CNT feed to fluidizing bed is enhanced with additional air flow (Q_T). Thereafter, aerosolized CNT are directed to whole-body inhalation exposure chamber.

How the deposited data were processed for this re-analysis (not part of the article)

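The authors hybridised RNA labelled by the Low Input Quick Amp method in Cy3 or Cy5 to Agilent arrays and read the spot intensities with Feature Extraction 11.0.1.1, and these values were deposited as the scanner software wrote them, with no normalization between samples. The paper's own processing used R 3.0.0, limma, ComBat from sva and DAVID. Each sample was an independent pool of RNA from 2 mice, except 1 untreated sample from a single mouse, so all p-values are over pools of 2 mice and not over mice.

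Of the 24 channels of the 12 arrays, 18 held samples of this experiment, and the 42 columns of the other 6 channels were not used. Of 62976 spots on an array, 3671 were controls and were left out, as were the spots marked as outliers, 100 to 176 in each sample. No sample had saturated spots. The median foreground intensity was used without background correction and taken to log2. The values were normalized by quantiles within each dye and adjusted for dye by parametric ComBat, written for this work, with the 5 groups kept in its model.

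Probes were matched to Entrez genes by their RefSeq accessions. Of 55681 probes, 27235 matched 1 gene, which gave 20660 genes, 15194 with 1 probe and 5466 with the mean of several. Of probes named by a RefSeq mRNA, 26090 of 27136 matched, and of those named by a RefSeq noncoding RNA, 1145 of 1549. The 16194 probes named by a genomic interval, 3218 named by an Ensembl transcript and 7584 with other names matched none. Distances, clusters and simulations used the 20644 genes with values in all samples.

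Genes were tested with limma 3.58.1 in R 4.3.3 (statmod 1.5.0, data.table 1.17.8) by 5 group means, with samples on the same array treated as a random block at an estimated correlation of 0.371. The residual degrees of freedom were 13 and the prior degrees of freedom 5.11. P-values were adjusted by Benjamini and Hochberg over all genes of a comparison, and a gene was called at an adjusted p under 0.01 and a log2 fold change beyond 0.585, the paper's limits. For each list, the p-values were also adjusted over the list alone.

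The lists of genes, 55 in all, were written from general knowledge before the array data were examined. Some genes at the top of the paper's tables for tCNT had then been seen, 9 of the 20 glucocorticoid response genes and the nuclear RNA Neat1 among them. They were tested against all other genes with limma's camera at the preset correlation of 0.01, adjusted over the lists of a comparison and called at an adjusted p under 0.05. Camera was also run with the correlation estimated from each list. A value for a list of genes is the median log2 fold change of its members. Genes named in the text come from a rule set before the data were examined: in each comparison the 10 called genes with the largest rise and the 10 with the largest fall whose groups do not overlap, up to 4 called members of each list by size of change, and every gene the paper names for lung RNA, without provisional symbols. A gene with spots not well above background in 1 group is given without a fold change.

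Where both groups had 4 pools, the number of genes called and the distance between groups were set against all 35 ways to part the 8 pools, so the smallest exact permutation p is 0.0286. The comparisons that share untreated pools were repeated with the untreated pools divided between them in 6 ways. In addition, 20 simulations without effect gave the correlation and covariance that shared pools alone produce. With no effect simulated, that correlation is over noise only, so the covariances are the values to compare. The difference between the tubes at 24 h less that at 4 h was tested as a contrast of the same fit.

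Gene values were simulated with known changes and passed through the same ComBat, limma and calling steps. The normalization and the averaging of probes were not part of this test. Recovery of changes under 2-fold, as most called genes had, was not measured. With 50 genes at each of 2, 3, 4 and 8-fold, rCNT at 4 h against untreated lung gave 98%, 100%, 100% and 100% called in the right direction with 1 false call, and tCNT at 24 h, with its 2 pools, gave 96%, 100%, 100% and 100% with 1 false call. In tCNT at 4 h and rCNT at 24 h, which were simulated without change, no gene was called by limma.

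Alternatives were quantile normalization over all 18 samples, scaling to the 75th percentile, the scanner software's processed signal, normexp background correction with an offset of 50, dye as a covariate, ComBat without the groups, no array block, slide as a block, each slide alone (slide 2 holds 2 pools of tCNT at 4 h and 1 of every other group, which leaves 1 residual degree of freedom), the brightest probe of a gene, outlier spots kept, dim genes left out, only the compared groups in the fit, which also drops the array block, both thresholds without a fold limit, and each pool left out in turn. Slide 1 was normalized and adjusted for dye on its own samples, while slide 2 was fitted on the values normalized and adjusted over all 18 samples. Systematic names in place of genes, the removal of the genes shared by 3 groups, and the lists without the genes seen in the paper's tables were added after the data were examined. The PCR measurements, protein levels and cell counts of the paper are not analysed here.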

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

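The tests of the time of day for the glucocorticoid genes and of less blood in the lungs were chosen after the results they measure were seen.

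The difference between the tubes changed with time for many genes. A test of the difference between rCNT and tCNT at 24 h less that at 4 h called 3061 genes, 1600 moving towards rCNT and 1461 towards tCNT. Of the genes called between the tubes, 1803 of 2232 at 4 h and 272 of 362 at 24 h were among them. In one direction at both times 33 genes were called, and 61 in opposite directions. Hmox1 moved from lower after rCNT at 4 h by 1.83 (adjusted p = 2.1e-07 from limma), Il33 by 1.1 (adjusted p = 7.8e-07) and Fbp1 by 4.19, while Neat1 moved by -4.0. The tCNT pools at the 2 times carry different title codes and the rCNT pools one code, so time after tCNT and the code are confounded in this test.

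Probes named by a genomic interval, which match no gene and which the paper does not discuss, held a signal. In rCNT at 4 h against untreated lung 207 such names were called, 163 higher and 44 lower, of 4610 tested. That is 4.49%, against 15.3% of the RefSeq mRNA names that match a gene. In tCNT at 24 h 188 were called (157 higher), in rCNT at 24 h 158 (133 higher) and in tCNT at 4 h 16 (14 higher).

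The group of 1462 genes that moved in one direction in rCNT at 4 h, tCNT at 24 h and rCNT at 24 h was weighed first, since the title codes part the same pools. Of these genes 6.36% were called between rCNT at 4 h and at 24 h, which share a code. That argues neither for nor against a difference by code, since the genes were chosen for being called in both groups. A different share of nuclear or degraded RNA was tested on the nuclear and small RNAs, whose lowest median among the 3 groups was 0.948. Without Neat1, seen in the paper's tables beforehand, it was 0.744, a setting chosen after the data were examined. A larger share of unspliced RNA was tested on the interval probes, of which 78.7% of those called in rCNT at 4 h were higher. The time of day was tested on the clock genes, whose lowest median absolute log2 fold change among the 3 groups was 0.574. These 3 measures passed the bounds set for the technical explanations. The interval probes cannot decide on unspliced RNA, since their names do not say what transcripts they measure. RefSeq noncoding names that match a gene went the same way, with 71.3% of those called in rCNT at 4 h higher. However, tCNT at 4 h, which lacks the pattern, also passed the bound set for the clock genes, at a smaller 0.434 (0.691 and 1.44 in rCNT at 4 h and tCNT at 24 h), and 14 of only 16 called interval names were higher there, while its nuclear and small RNAs had a median of -0.04. Genes of cytosolic ribosomal proteins, the other list written for RNA quality, had medians of -0.31 in rCNT at 4 h, -0.30 in tCNT at 24 h, -0.36 in rCNT at 24 h and -0.08 in tCNT at 4 h, called by camera in each but in none with an estimated correlation. Whether these genes reflect exposure, RNA handling or time of day stays open.

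Glucocorticoid response genes were higher in tCNT at 4 h than in untreated lung, and 9 of the 20 had been seen in the paper's tables when the list was written. If 4 h in the exposure chamber raised them whatever the tubes, rCNT at 4 h must show them too, and its median was 1.47 times that of tCNT. That makes stress in the chamber a candidate explanation, but the untreated mice were, as the paper states, housed in the same room and no group in the chamber without tubes was used here, so an effect of both tubes stays open. For the time of day, the median absolute change of clock genes other than Per1 and Per2 was 0.329 of that of the glucocorticoid list, between the bounds set for and against it, and this stays open as well.

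B and T cell markers were lower in tCNT at 4 h than in untreated lung. Less blood in the exposed lungs needs erythroid and neutrophil markers to fall as well, but the erythroid median was 0.238, with scores from -0.108 to 0.393 in the tCNT pools and from -0.209 to 0.101 in the untreated pools, which argues against it as the cause of a B cell median of -0.98. The neutrophil markers do not decide, as 3 of 17 were called lower and 1 higher with a median of -0.0189, and their scores were lower in all tCNT pools (-0.316 to -0.0952) than in all untreated pools (-0.063 to 0.118), the direction that less blood needs. Lymphoid tissue carried into some untreated pools needs their B cell scores to reach into the range of the tCNT pools. The scores ran from -0.637 to 0.581 in untreated pools and from -1.26 to -0.843 in tCNT pools, a gap of 0.206 that is smaller than the SD of 0.521 among the untreated pools, so this stays open beside a loss of lymphocytes with exposure, which was not tested apart from it.

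Some samples lay apart from the other 3 of their group relative to the range of the 4 values, though some of these gaps were small. Of 302 groups of values tested, 9 had such a sample, a smaller share than the about 1 in 20 that chance gives. On the log2 scale, Mt1 was 17.1 in tCNT at 4 h replicate d (17.9 to 18.0 in the others), Cd14 was 11.5 in tCNT at 4 h replicate b (11.2 to 11.3), and Laptm4b was 11.1 in the same pool (10.9 to 11.0). The score of the acute phase proteins in this pool was 0.635 (0.596 to 0.602). Saa3 was 11.1 in rCNT at 4 h replicate b (10.5 to 10.6) and Ccl17 was 11.8 in replicate a (11.5 in the others). Wnt7a was 8.98 in untreated replicate b (8.68 to 8.72) and Retnla was 14.1 in untreated replicate c, the single mouse (13.5 to 13.6). In rCNT at 24 h replicate c 56.1% of spots were well above background (60.9% to 61.7%).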

How the results depend on the processing

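The alternatives with systematic names in place of genes, without the genes shared by 3 groups and without the list genes seen in the paper's tables were chosen after the data were examined, and the others before. Leaving all but the compared groups out of the fit also removed the array block, and an adjusted p under 0.05 without a fold limit changes 2 limits at once.

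Gene results named in the text were recomputed in 5338 cases. Of these, 5260 kept their side of the threshold, 63 lost the call, 15 gained one and no call turned in direction, and 128 of 157 gene results kept their side in every setting. Of 2560 cases for lists of genes, 2536 kept their side, 18 lost the call, 6 gained one and no call turned in direction, although some medians near 0 changed sign, and 71 of 82 list results kept their side throughout. Camera with an estimated correlation is not among these settings. Many list calls were lost under it, as given with each list, so these totals do not cover that choice. Ccl24 in rCNT against tCNT at 24 h was lost in 17 settings (among them ComBat without the groups 0.79, processed signal 1.32, only the compared groups 0.83), Nod2 in tCNT at 4 h in 10, B cell markers in tCNT at 24 h in 8, Ccl11 in rCNT against tCNT at 24 h in 6 and NOD-like receptor genes in rCNT against tCNT at 4 h in 5. Leaving out untreated replicate a ended the calls of Nod2 (-0.46, adjusted p = 0.0102 from limma) and of the chemokine list in tCNT at 4 h (adjusted p = 0.0804 from camera). Without the list genes seen in the paper's tables, the glucocorticoid response list was lost in tCNT at 24 h (0.43, adjusted p = 0.0808) and in rCNT at 24 h (0.19, adjusted p = 0.0893), and the other lists that held such genes kept their side. Where a single pool remained in tCNT at 24 h within slide 1 or with a pool left out, it is assumed to vary like the other groups. Within slide 2 all groups but tCNT at 4 h had 1 pool, so the spread there comes from 2 pools of tCNT at 4 h with 1 residual degree of freedom, and its counts and lost calls weigh little.

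The counts of genes called were within 1.5 times the values at the claims in the other settings. In the order tCNT at 4 h, rCNT at 4 h, tCNT at 24 h and rCNT at 24 h against untreated lung, rCNT against tCNT at 4 h and at 24 h, and 24 h against 4 h for rCNT and for tCNT, they were 518, 3084, 2687, 2360, 2232, 362, 547 and 2704. Without a fold limit they were 2910, 9917, 7862, 9235, 8985, 1227, 3875 and 8141 at an adjusted p under 0.01, and 4748, 11640, 9773, 11230, 10830, 2580, 5931 and 10120 under 0.05, as more genes pass by construction. Of these, 11640, 10830 and 10120 are rounded, and the exact counts were 11638, 10833 and 10123. With the processed signal they were 863 in tCNT at 4 h, 3796 in rCNT at 24 h, 3661 between the tubes at 4 h and 998 between the times of rCNT. Within slide 2 they were 124 between the tubes at 24 h and 147 between the times of rCNT. With systematic names, which test more features, they were 4693 in rCNT at 4 h, 4331 in tCNT at 24 h, 3808 in rCNT at 24 h, 3459 between the tubes at 4 h and 4192 between the times of tCNT. Without the shared genes, which removes them by construction, they were 1622, 1225, 898, 1009 and 1647 in the same comparisons. Leaving out 1 pool at a time gave 462 to 600, 2953 to 3199, 2582 to 2907, 2322 to 2448, 2181 to 2408, 320 to 398, 534 to 581 and 2553 to 2971.

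The genes moved in one direction in rCNT at 4 h and both groups at 24 h, 1462 at the claims, were 6000 and 7367 without a fold limit at an adjusted p under 0.01 and 0.05, 2237 with the processed signal, 2456 with systematic names and 1398 to 1528 with 1 pool left out. The list tests past their threshold, 189 over all comparisons, were 181 to 193 with 1 pool left out.

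The standard deviations of the log2 fold changes, in the order above, were 0.218, 0.445, 0.416, 0.40, 0.387, 0.232, 0.23 and 0.423. With the processed signal they were 0.332, 0.614, 0.589, 0.552, 0.538, 0.379, 0.339 and 0.60, and without dim genes 0.244, 0.510, 0.4735, 0.457, 0.443, 0.256, 0.260 and 0.4825. In all but tCNT at 4 h they were 0.467, 0.440, 0.423, 0.4085, 0.243, 0.240 and 0.449 with the brightest probe, and 0.420, 0.392, 0.378, 0.367, 0.214, 0.216 and 0.402 after normexp. ComBat without the groups gave 0.425, 0.397, 0.383, 0.371, 0.219 and 0.220 in all but those of tCNT at 4 h with untreated lung and with tCNT at 24 h. Systematic names gave 0.196, 0.420, 0.384, 0.370, 0.208 and 0.205 in all but those of tCNT at 24 h with untreated lung and with tCNT at 4 h. Within slide 2 they were 0.292, 0.4895, 0.473, 0.442, 0.276, 0.268 and 0.449 in all but the tubes at 4 h, and within slide 1 they were 0.404, 0.242 and 0.235 between the tubes at both times and between the times of rCNT. Scaling to the 75th percentile gave 0.25 in tCNT at 4 h, 0.404 between the tubes at 4 h, and 0.25 and 0.471 between the times of rCNT and of tCNT. Between the times of rCNT the value was 0.233 with no array block and with only the compared groups in the fit. Leaving out 1 pool gave 0.210 to 0.236, 0.437 to 0.458, 0.414 to 0.442, 0.396 to 0.406, 0.384 to 0.399, 0.229 to 0.260, 0.229 to 0.236 and 0.421 to 0.450. Except for fewer genes without dim genes and other features with systematic names, the cause was not tested.

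The distance of tCNT at 4 h from untreated lung over that of rCNT at 4 h, 0.581, was 0.545 without dim genes, 0.8215 with dye as a covariate, where the distances keep the dye by construction, 0.706 with the processed signal, 0.670 scaled to the 75th percentile, 0.5475 within slide 1, 0.629 within slide 2 and 0.5675 to 0.597 with 1 pool left out.

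Among the limits, foreground over background was 2.17 to 3.00 in Cy3 and 1.63 to 2.11 in Cy5 at the median, so weakly expressed genes are measured with little signal. Scaling to the 75th percentile turned the majority of called genes from higher to lower in tCNT at 24 h and rCNT at 24 h against untreated lung, in tCNT at 24 h against tCNT at 4 h, and between the tubes at 4 h, as did both thresholds without a fold limit and the removal of the shared genes. In tCNT at 24 h and in tCNT at 4 h against untreated lung the majority also turned in some other settings, and it did so in rCNT at 4 h with systematic names and between the tubes at 4 h with the processed signal, so which direction held more genes is not fixed for these comparisons. No paired analysis was possible because the sample labels give no replicate numbers shared between groups. The alternative of the gene name column was not run as written, since the arrays' files have no such column, and normexp used the median foreground for want of the mean. Within slide 2 the lists got no test. With only the compared groups in the fit, the correlation within arrays could not be estimated.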

Differences from the paper's values

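The settings named here were set before the data were examined.

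The paper's diagram gives about 4 genes called in tCNT4h, tCNT4h_24h and rCNT4h_24h only (Fig. 4b, read by eye), against 1 here. The values were within 1.5 times of each other with scaling to the 75th percentile (4), normexp (3), the processed signal (6), no array block (3), within slide 2 (5), and without rCNT replicate b at 4 h (3), tCNT replicate d at 4 h (3), untreated replicate b (4) or untreated replicate c (3). They were not with quantile normalization over all 18 samples (2), dye as a covariate (1), ComBat without the groups (2), slide as a block (1), slide 1 (2), dim genes left out (1), outlier spots kept (1), the brightest probe (2), only the compared groups (2), any fold at an adjusted p under 0.05 (237) or 0.01 (109), or any other pool left out (1 to 2).

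The log2 fold change of Mt1 in tCNT at 4 h against untreated lung is 1.954 in the paper's table and 3.69 here, and the log2 fold change of Cxcl10 is 0.5906 in the paper's table and 1.06 here. Both differed in all settings, Mt1 between 3.43 with the processed signal and 3.90 without tCNT replicate d at 4 h, and Cxcl10 between 0.80 within slide 2 and 1.3 with the processed signal.

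The paper states that few genes behaved alike after both tubes. Here 1711 genes were called in tCNT and rCNT at 24 h, 980 higher and 725 lower in both, while 362 were called between the tubes at 24 h. The untreated pools, tCNT at 24 h and rCNT at 24 h carry different title codes, so exposure and code could not be told apart for these genes.

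The paper states that innate immunity pathways were induced after 4 h of rCNT. The fixed lists used here are not the paper's pathways, and camera asks whether a list shifted as a whole in 1 direction. The paper passed its called genes to DAVID, which was not repeated here. A list whose genes moved both ways can fail camera, so these tests and the paper's statement rest on unlike measures. Chemokine ligands (median 0.16, adjusted p = 0.123 by camera, but 0.0445 when scaled to the 75th percentile), the Toll-like receptor pathway (adjusted p = 0.552) and the NOD-like receptor pathway (adjusted p = 0.215) did not pass, although Cxcl1, Ccl2, Ccl7, Il6, Map3k8 and Birc2 rose. For the cancer and insulin pathways, which the paper reports as higher, the tests gave adjusted p = 0.227 (0.0445 when scaled to the 75th percentile) and 0.321, with 10 and 8 genes higher and 6 and 3 lower. In each list named in this paragraph the share of genes called higher was above that of all genes, 1455 of 20660. The share called lower was also above that of all genes, 1629 of 20660, in all but the insulin list. Whether these shares exceed chance was not tested.

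The paper states that innate pathways were not activated or were lower after 4 h of tCNT. Here chemokine ligands passed as higher (adjusted p = 0.0263, lost with an estimated correlation at 0.308), with Cxcl1, Cxcl10, Il6 and Cd14 higher and Ccl5, Ccl4, Ltb, Tlr1 and Nod2 lower.

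The paper states that tCNT induced lysosomal and carbohydrate pathways relative to rCNT. Between the tubes at 4 h the lists here had medians of -0.40 and -0.34, the same direction, but tCNT at 4 h against untreated lung had medians of 0.01 for the lysosome (1 gene higher, adjusted p = 0.516) and 0.01 for glycolysis and gluconeogenesis (adjusted p = 0.723), and rCNT had -0.41 and -0.32 (adjusted p = 0.000415). When scaled to the 75th percentile, the medians in tCNT at 4 h were 0.04 and 0.04 and passed (adjusted p = 0.000229 and 0.0244). At 24 h lysosomal genes were higher after rCNT (median 0.07).

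The paper names Ccl2, Ccl11, Ccl24 and Cxcl5 as highly significant and, by PCR, as higher after rCNT than after tCNT. On the arrays Ccl2 and Cxcl5 were called between the tubes at both times, and Ccl11 (-0.01) and Ccl24 (-0.20) were not at 4 h.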

Other observations

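The settings without the shared genes and without the genes seen in the paper's tables were chosen after the data were examined. Values within slide 2 rest on 1 pool of each group but tCNT at 4 h.

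Between 4 h and 24 h after the rCNT exposure, glucocorticoid response and immediate early genes fell and type 2 genes rose (4 pools against 4). Clca1 rose by a log2 fold change of 6.33 (SE 0.43, adjusted p = 1.4e-08 from limma), the gluconeogenic enzyme Fbp1 by 3.51 (SE 0.09, adjusted p = 2.2e-14), the chitinase-like genes Chil4 by 2.46 (SE 0.10, adjusted p = 1.1e-11) and Chil3 by 1.87 (SE 0.10, adjusted p = 5.1e-10), and the protease Ctsk by 1.34 (SE 0.09, adjusted p = 1.7e-08). Of 28 type 2 genes 10 rose and 1 fell (median 0.37, within slides 0.34 and 0.45, 0.59 with the processed signal, adjusted p = 4.9e-07 by camera and 7.6e-06 with an estimated correlation). Mki67 rose by 0.80 (SE 0.13, adjusted p = 0.00019) and the ribonucleotide reductase Rrm2 by 0.95 (SE 0.10, adjusted p = 1.3e-06), with log2 fold changes of 0.97 (adjusted p = 0.0882) and 1.0 (adjusted p = 0.0454) within slide 2. They were 2 of 7 proliferation genes higher of 17 (median 0.56, within slides 0.54 and 0.61, adjusted p = 7.5e-07 by camera and 0.236 with an estimated correlation). Mt2 fell by -1.96 (SE 0.13, adjusted p = 1.4e-08) and Fkbp5 by -1.41 (SE 0.17, adjusted p = 8.1e-06), among 19 lower and 1 higher of 20 glucocorticoid response genes (median -0.91, within slides -0.81 and -1.13, adjusted p = 1.7e-15 by camera and 0.00142 with an estimated correlation, and 3.7e-07 and 0.0108 without the 9 genes seen in the paper's tables). The immediate early gene Fos fell by -1.21 (SE 0.16, adjusted p = 1.7e-05; -0.54 with adjusted p = 0.194 within slide 2) and Maff by -1.29 (SE 0.12, adjusted p = 3.6e-07), with 12 lower of 34 (median -0.45, within slides -0.45 and -0.42, adjusted p = 9.1e-12 by camera and 0.0108 with an estimated correlation). In all 547 genes were called, 315 higher and 232 lower.

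At 24 h, proliferation genes were higher after rCNT than after tCNT (4 pools against 2), 9 of 17, or 10 over the list alone (median 0.65, within slides 0.60 and 0.50, adjusted p = 3.5e-13 by camera and 0.0384 with an estimated correlation), with Mki67 at 1.19 (SE 0.17, adjusted p = 0.00019; 1.04 with adjusted p = 0.0856 within slide 2). The alarmin Il33 was higher by 0.79 (SE 0.10, adjusted p = 6.3e-05), not called within slide 1 (0.61, adjusted p = 0.0123). In the change of the tube difference with time, antigen presentation genes moved towards rCNT, 12 called and 0 the other way (median 0.59, adjusted p = 9.8e-06 by camera), as did alveolar macrophage genes (7 and 0, median 0.59, adjusted p = 1.3e-05). Time after tCNT and the title code are confounded in that change. Several clock genes differed from untreated lung in tCNT at 24 h, where Per3 rose by 2.21 (SE 0.27, adjusted p = 1.6e-06) and Arntl fell by -2.16 (SE 0.35, adjusted p = 4.3e-05), with 8 higher and 2 lower of 19 (median 0.55, within slides 0.53 and 0.42, 1.0 with the processed signal, adjusted p = 0.0104 by camera and 0.141 with an estimated correlation), and in tCNT at 4 h with 2 higher (median 0.34, within slides 0.32 and 0.05, adjusted p = 0.00494 by camera and 0.0765 with an estimated correlation).

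The numbers of genes called were set against all 35 ways to part the same 8 pools into 4 and 4. In each of 5 comparisons only the real split, 1 of 35, called as many genes, the smallest share possible. Every other split mixes pools of both groups, which widens the spread within its parts and keeps its count low. Where the groups carry different title codes, the real split is also the split by code. The real and highest other counts were 518 and 8 for tCNT at 4 h, 3084 and 1 for rCNT at 4 h and 2361 and 0 for rCNT at 24 h against untreated lung, 2231 and 0 between the tubes at 4 h, and 545 and 4 between the times of rCNT. The correlation within arrays was estimated from fewer genes in these fits, so some counts differ slightly from those at the claims. With 2 pools of tCNT at 24 h, its comparisons were not set against other splits. Without the genes shared by rCNT at 4 h and both groups at 24 h, 898 genes remained in rCNT at 24 h and 1225 in tCNT at 24 h.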
